# Molecular Atlas of HER2+ Breast Cancer Cells Treated with Endogenous Ligands: Temporal Insights into Mechanisms of Trastuzumab Resistance

**DOI:** 10.3390/cancers16030553

**Published:** 2024-01-27

**Authors:** Kavitha Mukund, Jackelyn A. Alva-Ornelas, Adam L. Maddox, Divya Murali, Darya Veraksa, Andras Saftics, Jerneja Tomsic, David Frankhouser, Meagan Razo, Tijana Jovanovic-Talisman, Victoria L. Seewaldt, Shankar Subramaniam

**Keywords:** HER2+, breast cancer, qSMLM, multiomics, trastuzumab resistance, endogenous ligands, EGF, HRG

## Abstract

**Simple Summary:**

A major hurdle in trastuzumab therapy remains acquired resistance within some HER2+ patients. Mechanisms contributing to, and as a consequence of, resistance remain elusive. Here, we investigate the spatiotemporal change in cell states within two cell lines—trastuzumab-sensitive (BT474) and -resistant (BT474R) HER2+ cancer cells in the presence of two endogenous ligands, epidermal growth factor (EGF) and neuregulin1/heregulin (HRG). We measure the HER2 receptor organization dynamics, signaling state, chromatin accessibility, and bioenergetics in both cell lines. Our measurements reveal significant alterations in a ligand-dependent manner within both cell lines. To the best of our knowledge, this study represents a novel attempt at systematically characterizing the effect of ligands on HER2 overexpressing cells, emphasizing their pivotal role. It provides critical insights into the dynamics of trastuzumab resistance in these cancers.

**Abstract:**

Trastuzumab therapy in HER2+ breast cancer patients has mixed success owing to acquired resistance to therapy. A detailed understanding of downstream molecular cascades resulting from trastuzumab resistance is yet to emerge. In this study, we investigate the cellular mechanisms underlying acquired resistance using trastuzumab-sensitive and -resistant cancer cells (BT474 and BT474R) treated with endogenous ligands EGF and HRG across time. We probe early receptor organization through microscopy and signaling events through multiomics measurements and assess the bioenergetic state through mitochondrial measurements. Integrative analyses of our measurements reveal significant alterations in EGF-treated BT474 HER2 membrane dynamics and robust downstream activation of PI3K/AKT/mTORC1 signaling. EGF-treated BT474R shows a sustained interferon-independent activation of the IRF1/STAT1 cascade, potentially contributing to trastuzumab resistance. Both cell lines exhibit temporally divergent metabolic demands and HIF1A-mediated stress responses. BT474R demonstrates inherently increased mitochondrial activity. HRG treatment in BT474R leads to a pronounced reduction in AR expression, affecting downstream lipid metabolism with implications for treatment response. Our results provide novel insights into mechanistic changes underlying ligand treatment in BT474 and BT474R and emphasize the pivotal role of endogenous ligands. These results can serve as a framework for furthering the understanding of trastuzumab resistance, with therapeutic implications for women with acquired resistance.

## 1. Introduction

The ERBB network is the dominant driver of aberrant cell signaling in a majority of HER2+ breast cancers. The ERBB network is comprised largely of four receptor tyrosine kinases (RTKs), namely, HER1 (*EGFR*), HER2 (*ERBB2*), HER3 (*ERBB3*), and HER4 (*ERBB4*) and their downstream signaling cascades [1]. In contrast to the other HER-family members, HER2 lacks a ligand and is activated in a ligand-independent manner either through homodimerization or heterodimerization with other HERs. For instance, HER1 can bind exclusively to ligands such as epidermal growth factor (EGF), while HER3 and HER4 can bind neuregulin1/heregulin (HRG) to promote dimerization with HER2 and stimulate downstream signaling [2]. Signaling downstream of activated HER2 [3] occurs through a network of highly interlinked signaling cascades, mainly PI3K/AKT and RAS/MAPK, affecting cell proliferation, survival, differentiation, angiogenesis, invasion, and metastasis [2,4]. Monoclonal antibodies commonly used in treating HER2+ breast cancers, including trastuzumab, work by binding the extracellular domain of HER2 and impact several aspects of HER2-driven signaling, including disruption of the receptor dimerization dynamics and inhibition of extracellular HER2 proteolytic cleavage, receptor internalization, and degradation. While HER2-directed trastuzumab therapy has significantly improved patient outcomes, a subset of patients acquire resistance and do not respond adequately. Several mechanisms have been proposed to confer resistance to HER2-directed therapy, including steric hindrance of the extracellular domain, epitope masking, mutations within the targeted receptor, and subsequent alterations in signaling pathways through activating mutations and crosstalk among the various receptor tyrosine kinases that interact with HER2 [5,6].

While the cause of resistance to HER2-directed therapy in breast cancer has been broadly characterized, as highlighted above, to the best of our knowledge, mechanisms downstream of acquired resistance have been less systematically analyzed. Understanding the molecular mechanisms and the downstream changes in resistant cells in the presence of endogenous ligands can shed light on approaches to understanding the consequences of trastuzumab resistance.

In this study, we characterize the molecular changes in HER2 overexpressing breast cancer cell lines that are sensitive (BT474 breast ductal carcinoma lineage cell lines) and resistant (BT474R) to anti-HER2 treatment when stimulated with two major ligands involved in HER2 signaling—EGF and HRG. We investigate their responses across time (30 min, 1 h, 12 h, and 24 h) using multiple measurement modalities. Specifically, we quantify membrane levels of HER2 receptors using quantitative single-molecule localization microscopy (qSMLM) and changes in downstream signaling key nodes using reverse phase protein assays (RPPA), RNA, and assay for transposase-accessible chromatin sequencing (RNAseq and ATACseq). In the first section of the results, we outline the experimental design and data analysis strategies adopted in this study. In the sections following this, we highlight the major mechanistic differences that exist in BT474 and BT474R after treatment with ligands EGF and HRG. Specifically, we explore the differences in HER2 receptor density and clustering within these cell lines, followed by an analysis of the immediate downstream signaling changes as inferred from the multiomics measurements. Alterations in bioenergetics (glycolytic and mitochondrial) in both cell lines are also presented. Cell line-specific alterations are explored in greater detail, including the dysregulation of AR and its likely impact on lipid metabolism within HRG-treated BT474R (henceforth referred to as HRG-BT474R). We also investigated the role of interferon regulatory factor-1 signaling exclusively in EGF-treated BT474R (henceforth referred to as EGF-BT474R). Given the presence of a hypoxic response in both EGF-treated BT474 (EGF-BT474) and EGF-BT474R, we present a more nuanced understanding of the functional differences that exist between the cell lines using a differential co-expression network approach. Finally, we present a unified and detailed mechanistic view of the effect of ligand treatment on trastuzumab-resistant and -sensitive cell lines and its possible clinical implications. All the data generated in this study are available through the Gene Expression Omnibus with accession GSE237607, and the processed data are accessible via https://www.tnbcworkbench.org/shiny/BT474_RShiny/.

## 2. Materials and Methods

### 2.1. Single-Molecule Localization Microscopy (SMLM)

#### 2.1.1. Cell Culture and Ligand Treatments for SMLM

The BT474 cell line and a BT474 clone 5 (BT474R) originally generated from the BT474 cell line grown in the presence of 10 μg/mL trastuzumab for several weeks [7] (American Type Culture Collection, Manassas, VA, USA) were maintained at 37 °C and 5% CO_2_ in phenol red-free DMEM (Invitrogen, Waltham, MA, USA) supplemented with 10% heat-inactivated fetal bovine serum (FBS, VWR International, Radnor, PA, USA), 4 mM of Glutamax (Invitrogen) and 1 mM of sodium pyruvate (Invitrogen). Cell lines were passaged using TrypLE Select Enzyme (Invitrogen). Triple-negative breast cancer cell line, MDA-MB-468 cell line (American Type Culture Collection), was cultured at 37 °C and 5% CO_2_ in phenol red-free DMEM supplemented with 10% FBS, 1 mM of sodium pyruvate, and 4 mM of GlutaMAX. For SMLM, BT474, BT474R, and MDA-MB-468 cells were seeded on clean coverslips for 36 h and switched to starvation media (phenol red-free DMEM supplemented with 0.1% FBS, 1 mM of sodium pyruvate, and 4 mM of GlutaMAX) for 14 h. For BT474 and BT474R cells, the media was aspirated, and fresh starvation media containing specific ligands were added and placed in the cell culture incubator for 30 min, 1 h, and 12 h. Concentrations used for ligand experiments were 50 ng/mL for EGF (GenScript Biotech, Piscataway, NJ, USA) and 10 ng/mL for HRG (GenScript Biotech). Cells were stained with fluorescent antibodies (trastuzumab) and fixed as described before [8].

#### 2.1.2. Characterizing Photoswitching Behavior of Fluorescently Labeled Antibodies

To detect HER2, trastuzumab (Genentech, South San Francisco, CA, USA) was labeled with the AF647 dye (Invitrogen). Following an optimized protocol for dye conjugation, each antibody was labeled with approximately one fluorescent dye (degree of labeling (DOL)~1). In SMLM, fluorescent probes turn “on” and “off”, and localization of these probes in “on” states is detected. Typically, each probe appears in several (not necessarily subsequent) “on” frames. To enable robust data quantification, we need to determine the average number of appearances of fluorescent probes (the average number of “on” frames) and maximal dark time (maximal time a probe can be in the “off” state). It was critical to define these parameters using identical experimental, optical, and imaging conditions to those used for cell experiments. Since MDA-MB-468 cells have very low HER2 density (receptors are well separated) [9], we used these cells under starved conditions to determine the photophysical properties of individual, fluorescently labeled trastuzumab. Cells were stained and imaged, and data were analyzed as described before [9].

#### 2.1.3. Qualitative Data Analysis and Statistical Considerations

Imaging setup, SMLM imaging, and quantitative data analysis of cells were performed as described before [8]. Briefly, to determine the detected densities of HER2, the total number of localizations acquired during image acquisition was divided by the average number of appearances for the fluorescent probe (trastuzumab-AF467). The average number of appearances combined with pair-correlation (PC) analysis was used to determine HER2 cluster radius and number of HER2 molecules per cluster for regions of interest (ROIs) with non-random HER2 organization. For the same ROIs, the maximum dark time, average number of appearances, values for cluster size (from PC analysis), and a k-means-like clustering algorithm were used to determine the number of HER2 clusters with more than two molecules and the fraction of clustered HER2 molecules relative to all detected HER2 molecules.

Statistical Considerations. A minimum of 13 cells were imaged for ligand treatments in BT474 and BT474R, except for EGF treatment at 1 h and 12 h time points, which had a minimum of 10 cells. Sufficient cell sampling for each condition was evaluated using *p*-value_split_ as described before [9]; for all measured variables in both cell lines, this value was above 0.1. *p* values were calculated in Excel using a one-tailed Student’s *t*-test with a heteroscedastic two-sample unequal variance type.

### 2.2. Multiomics Measurements and Data Processing

#### 2.2.1. Cell Culture and Ligand Treatment for Omics Data

For ligand treatments, 500,000 BT474 and BT474R cells/well were plated in 6-well plates and cultured for 48 h in complete media with one media change after 24 h. Next, cells were serum starved using starvation media for 14–16 h. After serum starvation, cells were treated with 50 ng/mL of EGF, 10 ng/mL HRG, or vehicle (water) in freshly made serum starvation media for 30 min, 1 h, 12 h, or 24 h. Time-zero (T0) samples were collected after serum starvation. All treatments were carried out in duplicate. All cell lines in this study were (1) validated for authenticity and (2) tested for mycoplasma by the City of Hope Analytical Pharmacology Core Shared Resource; mycoplasma testing was performed at the outset of experiments and repeated monthly. Cell lines were maintained and treated in the absence of antibiotics; all experiments were passaged, matched, and controlled for confluency.

#### 2.2.2. Reverse Phase Protein Arrays

Treated BT474 and BT474R were washed in cold phosphate-buffered saline (PBS) and lysed using 150 μL of lysis buffer (provided by the RPPA core) and incubated on ice for 20 min with shaking every 5 min. Cell lysates were centrifuged at 14,000 rpm for 10 min at 4 °C. Protein concentration was determined using the Pierce BCA Protein Assay kit (Waltham, MA, USA). Protein concentration was adjusted to 1.5 mg/mL in 4× SDS sample buffer (provided by RPPA core) containing 2-mercaptoethanol (Sigma, St. Louis, MO, USA) and boiled for 5 min. Samples for RPPA were processed through the Functional Proteomic Reverse Phase Protein Array Core at the MD Anderson Cancer Center (MDACC) at the University of Texas. Samples were serially diluted two-fold for 5 dilutions (undiluted, 1:2, 1:4, 1:8; 1:16) and arrayed on nitrocellulose-coated slides (Grace Bio-labs, Bend, OR, USA) by the Quanterix (Aushon) 2470 Arrayer (Quanterix Corporation, Billerica, MA, USA) in an 11 × 11 format to produce sample spots. Sample spots were then probed with antibodies using a tyramide-based signal amplification approach and visualized by DAB colorimetric reaction to produce stained slides. Stained slides were scanned on a Huron TissueScope scanner (Huron Digital Pathology, St. Jacobs, ON, Canada) to produce 16-bit tiff images. Sample spots in tiff images were identified, and their densities were quantified by Array-Pro Analyzer (Media Cybernetics, Rockville, MD, USA). RPPA slides were stained for 485 unique antibodies, which were analyzed by Array-Pro Analyzer 6.3, then by SuperCurve_1.5.0 via SuperCurveGUI_2.1.1. Quality control (QC) tests were performed for each antibody staining (slide).

#### 2.2.3. RNA-Sequencing

Treated BT474 and BT474R were collected using TrypLE Select and washed using PBS. RNA extraction was performed using an RNeasy Mini Kit (Qiagen, Hilden, Germany), including on-column DNase digestion using RNase-free DNase (Qiagen). Sample QC and library preparation were performed by the Integrative Genomics Core (IGC) Shared Resource at the City of Hope. RNA sequencing libraries were prepared with Kapa RNA mRNA HyperPrep kit (Kapa Biosystems, Wilmington, MA, USA) according to the manufacturer’s protocol. The libraries were validated with the Bioanalyzer DNA High Sensitivity Kit (Agilent, Santa Clara, CA, USA) and quantified with Qubit Fluorometer (Invitrogen). Sequencing was performed on Illumina NovaSeq6000 with S4 Reagent v1.5 kit (Illumina, San Diego, CA, USA) at the Translational Genomics Research Institute (TGen) with the sequencing length of 2 × 101 (100 bp, paired-end reads) with an average of ~ 34.8 million reads per sample. Real-time analysis (RTA) 3.4.4 software was used to process the image analysis.

#### 2.2.4. Assay for Transposase-Accessible Chromatin (ATAC)-Sequencing

ATAC was performed on treated BT474 and BT474R cells based on the Omni-ATAC protocol [10]. Briefly, 50,000 single cells were lysed using cell lysis buffer (0.1% NP-40 (Sigma), 0.1% tween-20 (Sigma), and 0.01% digitonin (Promega, Madison, WI, USA) in resuspension buffer (10 mM of Tris-HCl pH 7.5, 10 mM of NaCl, and 3 mM of MgCl_2_ in water; all chemicals were purchased from Sigma) for 3 min on ice. After washing using resuspension buffer containing 0.1% tween-20, cells were centrifuged at 500× *g* for 10 min at 4 °C. The transposition reaction was performed using Tagment DNA Enzyme and buffer (Illumina) at 37 °C for 30 min in an Eppendorf (Hamburg, Germany) ThermoMixer (1000 rpm). DNA was purified using the MinElute Reaction Cleanup kit (Qiagen). Libraries were prepared by amplifying DNA for 5–9 cycles using DNA/RNA UD Indexes Set A (Illumina) and NEBNext High-Fidelity 2X PCR Master Mix (New England Biolabs, Ipswich, MA, USA). AMPure XP bead purification (Beckman Coulter, Brea, CA, USA) was used for the PCR product cleanup. The libraries were validated with Agilent Bioanalyzer DNA High Sensitivity kit and quantified with qPCR at the IGC. ATAC-seq libraries were sequenced on Illumina NovaSeq6000 with S4 Reagent v1.5 kit (Illumina) at TGen with the sequencing length of 2 × 101. Real-time analysis (RTA) 3.4.4 software was used to process the image analysis.

### 2.3. Mitotracker, Glucose Uptake, and Intracellular Calcium Assays

Mitotracker assay—After treatments, 250,000 BT474 and BT474R cells were stained with 2 μM of JC-1 (MitoProbe JC-1 Assay kit for flow cytometry, Invitrogen) in media containing 0.1% FBS for 15 min at 37 °C. Cells were washed with cold PBS containing 1% FBS and analyzed on a Becton Dickinson (BD, Franklin Lakes, NJ, USA) LSRFortessa Cell Analyzer. Data were processed using BD FACSDiva software v 8.0.2.

Glucose uptake assay—After treatment, 300,000 BT474 and BT474R cells were incubated with 100 μM of 2-NBDG (Invitrogen) in DMEM (no glucose) containing 0.1% FBS for 30 min at 37 °C. Cells were washed with cold PBS containing 1% FBS and resuspended in wash buffer containing 0.3 μg/mL of DAPI (Invitrogen). Samples were analyzed on a BD LSRFortessa Cell Analyzer. Data were processed using BD FACSDiva software.

Intracellular calcium assay—After treatment, BT474 and BT474R cells were plated in a 96-well plate (20,000 cells/well) and loaded with Fluo-4 Direct from the Calcium Assay kit (Invitrogen) for 1 h at 37 °C. Fluorescence was measured at 494 nm using a Cytation 3 plate reader (Biotek, Winooski, VT, USA).

### 2.4. Multiomic Data Processing and Analyses

#### 2.4.1. RPPA Data Processing

Our samples with HRG, vehicle/water treatment, and baseline (T0) and EGF treatments were processed in different batches at different times with slightly differing antibody panels and controls (472 and 485 antibodies (Ab), respectively) using the MDACC Functional Proteomic Reverse Phase Protein Array Core. Subsequently, the RPPA data were de-batched, normalized for protein loading, and transformed to log2 values in a suitable manner as per MDACC recommendations (personal communication), resulting in a common set of 465 Ab, which was used for all downstream analyses. Significance to call differentially expressed proteins (DEPs, *p* < 0.05) for all pairwise comparisons was performed using Welch’s *t*-test, as previously recommended. Of note, differential analysis for all the data modalities considered within the study, including RPPA, was performed at every time point for each treatment with respect to their respective vehicle/water controls, allowing delineation of the effect of ligand at a given time point.

#### 2.4.2. RNAseq Data Processing

The data for 40 samples (vehicle/water treated and 2 ligands treated—EGF and HRG; in duplicate x three time points (1 h, 12 h, and 24 h) and 2 replicates for T0 for BT474 and BT474R), with an average of 34.8 million reads, were processed at the UCSD Institute for Genomic Medicine (IGM) Genomics Center. Quality testing was performed using *Fastqc v0.11.8* (https://www.bioinformatics.babraham.ac.uk/projects/fastqc) and summarized for downstream analysis using *multiQC* (https://github.com/MultiQC/MultiQC). Trimming for Illumina universal adaptors was performed using *TrimGalore v0.6.6* (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/). RNA read mapping and alignment were performed on human reference genome GrCh38.p13 using *Rsubread v2.6.4* [11]. All multiomics data were processed using R v4.1.0/Bioconductor v3.13). The mapped reads were summarized to gene level using “featureCounts” of the *Rsubread* package and annotated corresponding to the reference genome. Count matrix normalization and differential analysis were performed using the *DEseq2 v1.32* package available through R/Bioconductor, as outlined in their vignette [12]. DESeq models count data as negative binomial distribution, with variance and mean linked by local regression. *DESeq2* builds DESeq by utilizing shrinkage estimates for dispersions and fold changes, improving stability and interpretability. Based on the principal component analysis of the 40-sample matrix and *DESeq2* recommendations, we split the matrix into resistant and sensitive and processed it individually for all downstream analyses. Genes with at least 1 count in at least half the samples were retained for further analysis within each matrix. The resulting count matrix used for differential gene analysis in *DESeq2* contained 22299 genes × 20 samples for BT474 and 21,689 genes × 20 samples for BT474R. 

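Of the 44584 gene names in the authors' count table, 9125 had no count in any of the 40 libraries. With the stated filter of at least 1 count in at least 10 of a line's 20 libraries, 25146 genes passed in BT474 and 24287 in BT474R. A stricter minimum of 2 counts in the same number of libraries left 22447 genes in BT474 and 21761 in BT474R. The table holds 5078 names that repeat another gene's name with a number added, which took 2.96% of all counts, and leaving these out, 23003 and 22207 genes passed the stated filter in BT474 and BT474R.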

The pairwise comparisons for each treatment at each time point were performed with respect to their respective vehicle/water controls at every time point. DEGs were called at a Benjamini–Hochberg false adjusted *p*  <  0.05. Heatmaps of fold changes were generated using *pheatmap v1.0.12* library in R [13].

#### 2.4.3. ATACseq Data Processing

ATAC sequencing was also performed using the 40 samples outlined above. Quality control of sequenced fastq files, using *Fastqc v0.11.8*, indicated Nextera adaptor content and were subsequently processed and cleaned using *TrimGalore*. The cleaned sequences were then mapped to the most current version of National Center for Biotechnology Information (NCBI) to human reference genome GrCh38.p13 using *BBMap*, available through the *BBTools* suite (https://sourceforge.net/projects/bbmap/) [14]. The mapped reads were then sorted and indexed using *samtools* (https://github.com/samtools/samtools) o allow for the use of *Genrich v0.6* peak caller (https://github.com/jsh58/Genrich). In addition to peak calling, *Genrich* was used on the sorted files to remove mitochondrial reads and reads mapping to ENCODE black-listed regions. Finally, differential peak analysis was performed using *DiffBind v3.2.7* [15] on the narrowPeak files generated by *Genrich*. *ChipSeeker v1.28.3* [16] was used to visualize and annotate peaks and perform all downstream analyses. *DiffTF v1.7* was utilized to calculate the differential transcription factor (TF) activity between two or more conditions for each TF by comparing the distribution of fold-change differences across all binding sites of a TF to all binding sites from all other TFs. The algorithm was used as described in [17]. Enhancers were identified using the PEREGRINE database (https://www.peregrineproj.org, last accessed 3 March 2022), with only breast/breast-derived cells as tissue of interest [18]. All the data generated in this study are available through the Gene Expression Omnibus with accession GSE237607.

#### 2.4.4. RShiny App 

An interactive visualization of the processed data from RPPA, RNAseq, and ATACseq data was developed using the *Shiny v1.7.5* library in R. It is currently hosted and accessible via https://www.tnbcworkbench.org/shiny/BT474_RShiny/. For each of the data modalities processed in this study, the user is able to explore and visualize the data in several ways. For RPPA, expression heatmaps of log2 transformed RPPA data for the available 465 Ab were created using the *ComplexHeatmap v2.18.0* library [19]. The user can also visualize the DEPs for each pairwise comparison of conditions based on custom *p*-value and log2 fold change thresholds. Likewise, the user can visualize DEGs for each pairwise comparison of conditions based on custom thresholds from RNAseq data. Other RNAseq visualizations include boxplots of rlog normalized expression across 2 replicates for each gene, heatmaps of average rlog normalized expression for user-selected genes, and heatmaps of log2 fold changes between vehicle/water controls and each condition for user-selected genes. Finally, for ATACseq data, the user can visualize average peak profile plots for each condition, which is implemented using the *ChIPseeker v1.32*, enhancer binding sites that regulate each gene using PEREGRINE and *chromoMap v4.1.1* [20], and open binding sites for each condition across 2 replicates using *Gviz v1.42.1* [21]. All visualizations include the capability to save the plots and download the data that were used to generate them.

### 2.5. Network Clustering and Analysis

A network of very high confidence (>0.85) protein–protein interactions (PPI) for humans (TXID 9606) was downloaded from the STRING database (v11, last accessed June 2020) [22], containing 12,402 proteins and 139,384 interactions. We also created a custom TF-target network by combining three TF-target data, namely, the A and B confidence TF-target interactions derived from *DoRothEA v1.0* and the TRANSFAC 2019 database (release 2019.3, https://genexplain.com/transfac/, last accessed 2019), and the TF-target interactions from [23]. The resulting TF-target network consisted of 7369 TFs and targets with 30,933 interactions, which was merged with the Human String PPI derived above, resulting in a PPI-TF-target network comprising 14,738 nodes with 169,711 edges. EGF and HRG ligand treatment-specific TF-target/PPI networks were extracted using the superset of DEGs in BT474 and BT474R, which were subsequently used for all downstream analyses. For BT474R, we had two TF-target/PPI networks corresponding to EGF and HRG ligands treatment with 3466 nodes and 18,131 edges and 1287 nodes and 4446 edges, respectively. We next extracted a subnetwork of proteins/genes that were the 1-step neighborhood of IRF1 and had some expression quantification in our RNAseq data. These genes were then used for downstream analysis using the “degPatterns” available through *DEGreport v1.32.0* [24].

### 2.6. Functional Annotation and Enrichment

Functional enrichment was identified through functional annotation clustering available through *clusterProfiler v4.0.5* [25] or *Enrichr v2.1* [26] in R/BioC. Gene ontology (biological process and molecular function) and KEGG pathway analyses were all performed within *clusterProfiler* using “EnrichKEGG” and “EnrichGO” functions. Likewise, Hallmark database was accessed through R’s *msigdbR v7.1.1,* and enrichment was assessed using “Enricher” function in *clusterProfiler*. Enrichment terms ranked by their *p*-value are presented for all comparative analysis.

### 2.7. Differential Correlation Network Analysis

We computed a differential correlation network for each treatment between the two cell lines. That is, the correlation coefficients were computed on variance stabilized (vst) normalized gene expression (across time) after EGF treatment for defined marker list (see above) in BT474R (rR) and BT474 (rS). These correlation values were transformed— namely, rR and rS were transformed into zR and zS, respectively, based on Fisher’s transformation: $z=0.5\left(\log\left(\frac{1+r}{1-r}\right)\right)$.

Differences between the two correlations were computed using the following equation:

(1) $$\delta =\frac{\mathrm{zR}-\;\mathrm{zS}}{\sqrt{\frac{1}{\left(\mathrm{nR}-3\right)}+\frac{1}{\left(\mathrm{nS}-3\right)}}\;}$$

where nR and nS = 6 (2 samples × 3 time points for each treatment/cell line). Significance of differential correlations was established using the “comp.2.cc.fdr” function implemented within the *diffcorr v0.7 package* [27], which utilized the local false discovery rate (lfdr) derived from the *fdrtool v1.2.16* package [28] and was used for controlling true estimates and identifying significant differential correlations. Edges with a lfdr < 0.05 were considered for downstream analysis. Clustering of the differential correlation network was performed using the topological overlap measure computed on the scaled difference matrix delta using hierarchical clustering. Degree is a node-level parameter and has been previously defined for unweighted, signed networks as the difference between the total number of positive edges and the total number of negative edges incident upon a node. We extended this definition to weighted and signed networks, with edge weights [−1, 1] and defined signed connectivity (kWithin) for each node u, within a module M, as

(2) $$\mathrm{kWithin}\left(u\right)={\;\mathrm{conn}}^{+}\left(u\right)-{\;\mathrm{conn}}^{-}\left(u\right)\in M$$

where conn^+^ is the sum of all positive edges and conn^−^ is the absolute sum of all negative edges. This is akin to the softConnectivity metric available via the *WGCNA v1.70* package in R [29], albeit with a power = 1 and signed adjacency. The clustered differential network, with only significant differential correlations (lfdr < 0.05), was visualized in Cytoscape.

## 3. Results

### 3.1. Study Design

We performed qSMLM, RPPA, RNA, and ATAC sequencing to dynamically interrogate the cell state as defined by HER2 receptor localization, downstream protein signaling, its transcriptomic landscape, and the accessibility of chromatin in response to ligands in BT474 and BT474R cultured cell lines. To capture the temporal dynamics of ligand treatments, samples were sequenced at four time points: T0 (baseline, pretreatment only), at 1 h, 12 h, and 24 h. Vehicle/water-treated cells at each of the same time points were used as their respective controls (Figure 1a). Protein lysates were additionally collected at 30 min for RPPA measurements to capture the phosphorylated protein dynamics. All samples for the above measurements were obtained in duplicates (n = 2), and differential analyses were performed with respect to controls at a given time point. Given the time complexity of qSMLM experiments, T0 was used as baseline control (n = 2–3). Sample preparation, extraction, and imaging/sequencing protocols for each of the aforementioned are presented in detail within the Section 2. Ligand concentrations were based on published studies [1,2,3,4,5] and titration experiments.

### 3.2. Processing of Multiomic Measurements from RPPA and RNA- and ATAC-Sequencing

Figure 1b encapsulates the analysis strategy adopted in this study for each multiomics data modality. Specifically, differential comparisons were performed pairwise, i.e., for each treatment compared to its respective control, at every time point, for BT474 and BT474R independently. These results were then used to compare and highlight differences at a functional/mechanistic level between BT474 and BT474R.

RPPA antibody measurements assess both modified and unmodified proteins within the cell. We utilized a common list of 465 antibodies used in RPPA measurements (see Section 2 for details) across the two cell lines for all downstream processing. Differentially expressed proteins and phosphoproteins (DEPs and pDEPs) were identified for each treatment condition (EGF and HRG) with respect to their vehicle/water treated controls at every time point (Figure 1c). Fold changes of DEPs for each ligand are reported in Table S1. The response of BT474R and BT474 to EGF was more robust than to HRG. HRG-BT474R showed only a modest perturbation at the protein level, which reduces across time in contrast to HRG-BT474. In addition, the proportion of phosphorylated DEPs in BT474 mostly exceeded BT474R (Figure 1d), alluding to a more active cell signaling state.

We utilized ATAC sequencing to establish the chromatin state, while transcriptional changes were assessed using RNA sequencing. Samples were prepared for ATAC and RNA sequencing, processed, and analyzed, as highlighted in the Section 2. The number of differentially accessible regions (DARs) is summarized in Figure 1e (Table S2 and Figure S1). Our results from ATACseq indicated a larger proportion of DARs in BT474, in contrast to BT474R, substantiating a more “active” cell state. While DARs in EGF-BT474R increase with time, EGF-BT474 was notably most accessible at the 12 h time point. Annotation of the DARs indicated that a higher proportion of these peaks were captured within the promoter regions of genes in BT474 compared to BT474R (Figure 1f). Many of the differential peaks identified were observed to be in the downstream and distal intergenic regions of known genes for both cell lines (Figure S2a,b). A preliminary analysis of genes that have significant accessibility in the promoter regions after treatment shows enrichment for functions such as androgen response, estrogen response in EGF-BT474 (adj *p* < 0.05), and inflammatory response and hypoxia in BT474R (adj *p* < 0.05) (Figure S2c,d). 

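RNA was sequenced from BT474, a HER2-positive breast cancer cell line that responds to trastuzumab, and from its resistant derivative BT474R, at baseline (T0) and at 1 h, 12 h and 24 h after 50 ng/mL EGF, 10 ng/mL HRG or water as the vehicle. Each of the 20 combinations of line, treatment and time point was sequenced as 2 libraries, 40 libraries in all. The authors aligned the reads to GRCh38 and deposited the number of reads counted on each gene, without normalization. Between 19200632 and 29098915 reads per BT474 library were counted on genes (median 23628091.5), and between 16794594 and 33387936 per BT474R library (median 25449121.5). The detection limit was set at 3 counts, which is up to 0.156 counts per 1000000 counts of a library (CPM) in BT474, and it covers counting error only, since the reads carry no molecular identifiers. Counts were scaled by the TMM method, and each line was fitted with its 20 libraries together in edgeR, with 1 group per treatment and time point. A gene was called a DEG when its adjusted p was below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Differences between the lines were tested as interactions in 1 fit of all 40 libraries and 24641 genes. Log2 fold changes are given with an approximate standard error (SE), and CPM as the mean and standard deviation (SD) of n = 2 libraries. The SE was worked back from the test, as the absolute log2 fold change divided by the square root of the F statistic. With 2 libraries per group, leaving out 1 library in turn shows how far a value rests on it. In each of the 20 groups, the replicates differed by more than counting noise. The median chi-square between replicates was between 0.605 and 3.04, with 0.455 from counting noise alone, and it was largest in HRG-BT474R at 24 h. RPPA and ATACseq measurements were not analysed here.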

Differentially expressed genes (DEGs) were likewise calculated for each pairwise comparison (treatment vs. control) at every time point (1 h, 12 h, and 24 h) (Figure 1g, Table S3). Based on the number of DEGs, BT474 was more transcriptionally active than BT474R, consistent with our RPPA and ATACseq data. 

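In BT474, EGF changed 550 genes at 1 h (416 up, 134 down), 4030 at 12 h (2273 up, 1757 down) and 4113 at 24 h (2441 up, 1672 down). HRG changed 696 genes in BT474 at 1 h (544 up, 152 down), 6482 at 12 h (3332 up, 3150 down) and 6062 at 24 h (3155 up, 2907 down). In BT474R, EGF changed 111 genes at 1 h (101 up, 10 down), 2910 at 12 h (1664 up, 1246 down) and 4208 at 24 h (2417 up, 1791 down). With EGF at 24 h, the count was thus not larger in BT474. DEGs that EGF changed by at least 1 on the log2 scale numbered 357 in BT474 and 527 in BT474R at 12 h. At 24 h they numbered 451 and 787. With HRG, they numbered 814 and 124 at 12 h and 782 and 64 at 24 h. HRG changed 41 genes in BT474R at 1 h, all up, with 385 genes down at an unadjusted p under 0.05. It changed 1000 genes at 12 h (579 up, 421 down) and 675 at 24 h (459 up, 216 down). Of the DEG counts, that of HRG-BT474R at 24 h moved most with the analysis. No gene passed when only the 4 libraries compared were fitted, with 1181 genes at an unadjusted p under 0.05. By chance alone, a share of 0.05 of the tested genes would have such a p, and the main BT474R fit tested 24287. The 385 and 1181 genes are therefore no sign of further change. The DEG count for HRG-BT474R at 24 h rose to 1147 with no filter on low counts and to 1137 with both lines in 1 fit. The count for EGF-BT474 at 1 h lay between 240 and 769 under the alternatives set in advance. The common dispersion, which measures spread between replicates beyond counting noise, was 0.00121 in BT474 and 0.00300 in BT474R. A change of a given size was therefore easier to call in BT474. The paper reports duplicate treatments and does not say whether the duplicates were separate experiments. If they were not, this spread and the p-values leave out variation between experiments. At 12 h, the median absolute log2 fold change of the DEGs was 0.31 for EGF-BT474, 0.36 for HRG-BT474, 0.42 for EGF-BT474R and 0.38 for HRG-BT474R. Tested as an interaction, the EGF effect differed between the lines for 34 genes at 1 h, 484 at 12 h and 989 at 24 h. The HRG effect differed for 134 genes at 1 h, 1003 at 12 h and 821 at 24 h, and of the 1003 genes, 716 changed less in the upward direction or more in the downward direction in BT474R.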

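The change of each effect from 12 h to 24 h was tested as an interaction within each line. In BT474, the EGF effect changed for 130 genes (73 up, 57 down), and 2503 genes were DEGs at both time points, 2493 of them in the same direction. The HRG effect in BT474 changed for 628 genes between 12 h and 24 h, and it fell for 436 of them. A total of 4132 genes were changed by HRG in BT474 at both time points, 4078 in the same direction. In BT474R, the EGF effect changed for 45 genes (26 up, 19 down), with 1996 genes shared by both time points and 1989 of these in the same direction. The HRG effect in BT474R changed for 7 genes, all down, with 837 genes rising at an unadjusted p under 0.05. Chance alone would put a share of 0.05 of the tested genes, up and down together, under that p. For HRG-BT474R, 327 genes were DEGs at both 12 h and 24 h, 326 in the same direction. In vehicle-treated cells, 2866 genes in BT474 (1299 up, 1567 down) and 3319 in BT474R (1660 up, 1659 down) differed between T0 and 24 h.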

While the two treatments elicited a mostly linear increase in response across time in BT474R, the strongest transcriptional response in BT474 was at 12 h, consistent with DARs from ATACseq. 

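The 3 genes that rose most and the 3 that fell most in each comparison were taken among DEGs with a mean of at least 1 CPM. At 1 h, EGR2 rose most in all 4 comparisons, with log2 fold changes of 5.40 (SE 0.11) in EGF-BT474, 6.09 (SE 0.11) in HRG-BT474, 6.84 (SE 0.36) in EGF-BT474R and 6.48 (SE 0.37) in HRG-BT474R. CCN2 rose by 5.16, 5.81, 3.79 and 3.61 in the same order. RASD1 in BT474 (4.79 with EGF, 5.48 with HRG) and EGR3 in BT474R (5.03 with EGF, 4.71 with HRG) completed these sets. MYCN was among the genes that fell most at 1 h in BT474, with a log2 fold change of -1.46 (SE 0.23) after EGF and -1.60 (SE 0.25) after HRG. The value of LOC112267967 after EGF, -1.46, lay between -2.28 and -0.93 with either EGF library left out, and that of LOC105371485 after HRG moved from -1.87 to -3.00 without replicate 1 of HRG. The other genes that fell most in BT474 at 1 h were LOC730234 after EGF (-1.48) and C6orf201 after HRG (-1.45). In EGF-BT474R, RBM20 (-1.37), LOC107984591 (-0.72) and MAP3K8 (-0.70) fell most at 1 h. At 12 h, MAGEC1, AQP3 and MUC2 rose most in BT474 with either ligand, by 3.59, 3.50 and 3.28 after EGF and by 3.56, 3.76 and 3.67 after HRG. EPHA3 (-2.27), NDST4 (-2.08) and PTPRQ (-2.01) fell most after EGF, and CYP26A1 (-2.75), GPAT3 (-2.59) and PTPRQ (-2.52) after HRG. At 24 h, GDF15 rose most in BT474, by 5.25 (SE 0.29) with EGF and 4.74 (SE 0.31) with HRG. LOC102724852 rose by 4.02 with EGF and 4.01 with HRG, H19 by 3.46 with EGF, and CDH5 by 4.65 with HRG. CDH5 had 0 counts in replicate 1 of the vehicle, so without replicate 2 no fold change can be given. PTPRQ (-2.62), ADCY2 (-2.33) and LEF1 (-2.30) fell most after EGF at 24 h, and GPAT3 (-3.02), PTPRQ (-2.78) and CBLN2 (-2.74) after HRG.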

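In EGF-BT474R, the genes that rose most were at the detection limit in vehicle-treated cells, so only the smallest fold change the counts allow can be given. At 12 h, GBP1 rose at least 32.1-fold, APOL6 at least 131-fold and IFIT3 at least 49.5-fold, and at 24 h, APOL1 rose at least 22.6-fold, IFITM1 at least 52.3-fold and OAS2 at least 72.7-fold. All 6 were called, the largest adjusted p being 2.69e-07 for APOL1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). NDST4 fell most at both time points (log2 fold change -4.20, SE 0.60, at 12 h and -4.26, SE 0.45, at 24 h), followed by FSTL5 (-2.29) and TRNS1 (-2.12) at 12 h and by ADCY2 (-3.34) and COLEC12 (-2.89) at 24 h. In HRG-BT474R at 12 h, GSDMA (2.75), MUC2 (2.28) and KRT16 (2.24) rose most, and NDST4 (-1.80), FAT4 (-1.45) and MECOM (-1.39) fell most. At 24 h, CDH5 (1.86), MT2A (1.84) and S100A9 (1.80) rose most, and IGSF21 (-1.83), COLEC12 (-1.64) and NDST4 (-1.53) fell most. Replicate 2 of HRG at 24 h decides part of these values. Without it, CDH5 was at 1.10, MT2A at 0.89 and NDST4 at -0.82, and without replicate 1, NDST4 was at -2.99.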

The top 50 DEGs identified in each comparison are presented in Figure S3.

All the processed data were made available via an RShiny app at https://sc-bcwgweb.sdsc.edu/shiny/BT474_RShiny/, which offers the user flexibility to choose other conditions of interest in addition to what has been presented within this manuscript. The details on the RShiny app development are presented within the methods.

### 3.3. Plasma Membrane HER2 Clustering Using qSMLM

HER2 activity is greatly influenced by the dimerization dynamics with EGFR and HER3/4, as well as its rates of endocytosis and recycling [6]. To better decipher the effect of HER2 activation and downstream signaling changes, we first sought to assess the molecular organization at the membrane using qSMLM. Using a trastuzumab-AF647 probe, we assessed HER2 organization in the starved state (T0) and after treatment with ligands EGF and HRG (see Section 2 for details on qSMLM). To enable robust molecular counting [9], we first determined the photophysical parameters of the fluorescent probe (trastuzumab-AF647) using MDA-MB-468 cells (Figure S4a). Next, using trastuzumab-AF647, we assessed detected HER2 densities and clustering parameters using pair correlation and k-means-like clustering analysis of the SMLM data [9,30,31]. Lateral localization precision distributions are shown in Figure S4b,c. At T0, we saw significantly higher detected HER2 densities in BT474 vs. BT474R (Figure 2 and Table S4). We also observed a significantly higher number of HER2 clusters and fraction of clustered HER2 in BT474 compared to BT474R cells (Table S4). These data are in agreement with our recent work performed in cell lines and patient specimens [8].

We next assessed the effect of ligands on HER2 organization using EGF and HRG as activation ligands. With EGF, we observed a significant reduction in detected HER2 densities at 1 h in both BT474 and BT474R (Figure 2b,c (left), Table S4). Detected HER2 densities remained largely unchanged at 12 h. However, with HRG, we observed a significant increase in detected HER2 densities at 1 h, which did not change appreciably at 12 h for both BT474 and BT474R. Additionally, higher detected HER2 densities were observed in BT474 compared to BT474R across time for HRG treatment. Both EGF and HRG treatments led to a significant decrease in cluster radii at 1 h (Figure 2b,c (center), Table S4). For both EGF and HRG treatment, recovery of cluster sizes toward the starved state level at 12 h was more pronounced in BT474 cells compared with BT474R cells. Next, in both BT474 and BT474R, we observed a reduction in the number of HER2 clusters after EGF at 1 h (Figure 2b,c (right), Table S4). At 12 h, values were trending toward starved-state levels, with a more pronounced effect in BT474. In both BT474 and BT474R, we observed a slight but not significant increase in the number of clusters after HRG (Table S4). Importantly, there was a significant difference between the two ligand treatments at 30 min and 1 h time points for BT474 and at 1 h and 12 h time points for BT474R (Table S4). At all three time points after HRG treatment, the number of HER2 clusters was higher in BT474 cells compared to BT474R cells.

### 3.4. Receptor Organization and the PI3K/AKT/mTORC1 Signaling

Given the distinct differences in HER2 measurements between BT474 and BT474R, we next assessed the molecular mechanisms involved in HER2 activation and signaling. Several studies have highlighted the dynamics of HER2 membrane organization, retention, and internalization [6,32,33,34,35,36]. EGF-BT474 and HRG-BT474 showed transcriptional regulation of several proteins with known roles in HER2 organization, including *ACTB*, actinins, *RAC1*, *VAV2*, *HSP90*, and *MAL2* (especially significant at 12 h) (Figure 3a). This was also reflected in the RPPA data with ACTB (antibody name: b Actin), CAV1 (antibody name: caveolin 1), MUC1 (antibody name: EMA), and PAK1 (antibody name: PAK1) being significantly higher at more than one time point within EGF-BT474. 

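At 12 h, ACTB rose in BT474 with EGF by 0.24 (SE 0.03, adjusted p = 1.97e-08) and with HRG by 0.44 (SE 0.03, adjusted p = 1.71e-15) on the log2 scale, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The actinins rose less, ACTN1 by 0.16 with EGF and 0.18 with HRG and ACTN4 by 0.17 and 0.37 (each SE 0.04). VAV2 rose by 0.24 and 0.33 and RAC1 by 0.15 and 0.21 with EGF and HRG. HSP90AA1 rose by 0.18 and 0.17, HSP90AB1 by 0.12 and 0.09, and MAL2 by 0.28 and 0.38. All of these were DEGs, and none changed direction with any 1 library left out. Of the 15 genes drawn in the HER2 organization panel (Figure 3a), 10 rose and 1 fell at 12 h with either ligand. MUC1 was the 1 that fell, with a log2 fold change of -0.23 after EGF and -0.37 after HRG. Adjusted over the list alone, the numbers were again 10 up and 1 down with both ligands. The study chose this list on these samples, so that count is not independent evidence. At 24 h, 6 genes of the list were up with EGF and 5 with HRG, with 1 down for each. ACTB had risen by 0.23 at 1 h and was still up by 0.13 at 24 h with EGF. Fitting only the 4 libraries compared lost the call of ACTB with EGF at 24 h, and 1 fit of both lines lost that of MUC1 with EGF at 12 h.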

While EGF-BT474R showed transcriptional regulation of several membrane proteins highlighted above, HRG-BT474R showed a distinct lack of regulation, alluding to more prominent alterations in HER2 organizational dynamics in BT474 and EGF-BT474R (with respect to untreated controls).

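In EGF-BT474R at 12 h, 8 of the 15 HER2 organization genes rose and none fell, against 10 up and none down adjusted over the list alone. In HRG-BT474R at 12 h, 7 rose and none fell (8 and none adjusted over the list alone). In HRG-BT474R at 24 h, 1 rose and 1 fell, and in EGF-BT474R 8 rose and none fell. ACTB rose at 12 h by 0.42 with EGF and 0.38 with HRG on the log2 scale (SE 0.04 for each), ACTG1 by 0.47 and 0.20 (SE 0.04), EZR by 0.55 and 0.32 (SE 0.05), and VAV2 by 0.34 and 0.32 (SE 0.05). ACTN1 rose by 0.30 with EGF and by 0.19 with HRG, where its adjusted p was 0.0211 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ACTN4 rose by 0.20 and 0.24, and MAL2 was called with EGF only, at 0.17. EZR was still up at 24 h by 0.70 with EGF and 0.21 with HRG, whereas ACTG1 was lower than the vehicle by then in HRG-BT474R (log2 fold change -0.17, SE 0.04). HSP90AA1 (0.36) and RAC1 (0.15) were called with EGF at 24 h. Without replicate 1 of the vehicle at 24 h, RAC1 was at 0.05, and without replicate 2 at 0.26. Tested between the lines, the HRG effect at 12 h was smaller in BT474R for MAL2 (-0.31, SE 0.08), and the HRG effect at 24 h was lower for ACTG1 (-0.21, SE 0.05) and EZR (-0.21, SE 0.06), of which EZR lost its call in 6 of 9 alternative analyses and ACTG1 in 2. The EGF effect was larger in BT474R for ACTG1 at 12 h (0.27, SE 0.05) and for EZR (0.25, SE 0.06) and ACTN1 (0.21, SE 0.06) at 24 h.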

PI3K signaling and feedback serve as a crucial regulator of HER2 membrane dynamics. For instance, the recruitment of the HER2/VAV2/RAC1/PAK1/actin/actinin complex to cell protrusions and cell motility were abrogated by the inhibition of PI3K [33]. PI3K/AKT/mTORC1 signaling axis is known to be crucially affected downstream of HER2 [37,38]. RPPA data from early time points (30 min and 1 h) showed a robust and expected activation of PI3K/AKT/mTORC1 signaling [39] (see Section 2) in BT474 (Figure S5). Functional analyses of the transcriptome, including TF-target activity analyses (via DoRothEA) (Figure 3b,c) and functional enrichments (Figure 3d, Table S5), consistently showed a sustained activation, including PI3K/AKT/mTORC1 signaling in BT474 (adj *p* < 10^−3^), particularly at later time points after EGF treatment [40,41,42], consistent with transcriptomic measurements. 

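Of the 68 genes drawn for PI3K/AKT/mTOR signaling, EGF in BT474 raised 31 and lowered 7 at 12 h, and raised 25 and lowered 10 at 24 h. HRG in BT474 raised 42 and lowered 13 at 12 h, and raised 30 and lowered 15 at 24 h. Adjusted over the list alone, 38 rose and 9 fell with EGF and 43 rose and 14 fell with HRG at 12 h. As the study picked these genes from the same samples, the second set of counts is not independent evidence. For the 49 genes drawn for glycolysis, 24 were up and 14 down with EGF at 12 h, and 26 up and 16 down with HRG. Within the list alone, 26 were up and 16 down with both ligands.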

Interestingly, we observed sustained activation of RICTOR and RICTOR_pT1135 within our RPPA data for EGF-BT474, suggestive of increased activity for the mTORC2, which could act in parallel with mTORC1-dependent feedback mechanisms affecting AKT signaling [43]. In contrast, BT474R cells did not show significant regulation of PI3K/AKT and canonical mTORC1 activation cascade, particularly after treatment with HRG. These were also reflected in the RPPA measurements (Figure S5).

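In EGF-BT474R, 16 of the 68 PI3K/AKT/mTOR genes rose and 8 fell at 12 h, and 24 rose and 11 fell at 24 h. In HRG-BT474R, 5 rose and 8 fell at 12 h, and 6 rose and 3 fell at 24 h. Adjusted over the list alone, the numbers at 12 h were 21 up and 10 down with EGF and 11 up and 9 down with HRG. At 12 h, the EGF effect differed between the lines for 6 genes of the list, 1 larger and 5 smaller in BT474R, and the HRG effect for 11, 2 larger and 9 smaller. The glycolysis genes showed 14 up and 10 down with EGF and 4 up and 2 down with HRG in BT474R at 12 h.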

### 3.5. Differential Bioenergetics in BT474 and BT474R

mTORC1 is a major regulator of cellular bioenergetics via glycolysis and a major nutrient/energy sensor. As noted earlier, BT474 (irrespective of treatment) dominantly showed mTORC1 activation [41], which drives the activation of TFs such as *HIF1A*. *HIF1A* is a master regulator of glycolysis and potentiates the transcription of glucose transporters and glycolytic enzymes, including *SLC2A1*(GLUT1), *HK2*, *PDK1-4*, and *PKM* [44,45], which were significantly upregulated in BT474 at multiple time points (Figure 4a, Tables S1 and S3). 

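In BT474, HIF1A rose by 0.24 (SE 0.04) with EGF at 12 h on the log2 scale, with an adjusted p of 5.27e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was at 0.20 with EGF at 24 h, and with HRG at 0.35 and 0.20 at 12 h and 24 h. SLC2A1 rose by 0.40 and 0.31 with EGF and by 0.53 and 0.34 with HRG at 12 h and 24 h (SE 0.05 throughout). For HK2, the changes were 0.25 and 0.36 with EGF and 0.41 and 0.42 with HRG. Its EGF value at 24 h moved to 0.23 without replicate 2 of EGF. PDK1 rose by 0.45 and 0.54 with EGF and by 0.62 and 0.57 with HRG, and without replicate 2 of EGF its value at 12 h was 0.28. PDK4 changed most, by 1.30 and 1.54 with EGF (SE 0.21 and 0.22) and by 1.15 and 1.46 with HRG. PDK3 rose at 24 h by 0.15 with EGF and 0.20 with HRG. PDK2 went the other way, with log2 fold changes of -0.54 and -0.41 after EGF and -0.90 and -0.73 after HRG (SE 0.06), each a DEG. PKM rose by 0.18 and 0.14 with EGF and 0.21 and 0.13 with HRG (SE 0.03).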

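Among further genes of glycolysis in BT474, PFKP rose at 12 h by 0.52 with EGF and 0.83 with HRG on the log2 scale (SE 0.04). PFKM fell, with log2 fold changes of -0.26 and -0.45 (SE 0.06), as did ALDH2 (-0.16 and -0.32, SE 0.04) and PGM3 (-0.18 and -0.27, SE 0.05). PGM2 rose at 24 h by 0.25 with EGF, close to the threshold (adjusted p = 0.0456, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and by 0.38 with HRG. Without replicate 1 of the vehicle, the EGF value was 0.15. CA12 rose at 24 h by 0.46 with EGF and 0.60 with HRG (SE 0.05). PPARGC1B rose at 24 h by 0.44 and 0.51 (SE 0.09), and its EGF value was 0.27 without replicate 1 of the vehicle. PPARGC1A was not called at 12 h with EGF (0.13, SE 0.12) or with HRG (0.17, SE 0.12), and replicate 1 of the vehicle decided both values, which were 0.30 and 0.34 without it. Without replicate 2 of the vehicle, they were -0.01 and 0.03. SLC1A5 rose at 12 h by 0.40 with EGF and 0.45 with HRG (SE 0.04), and its HRG effect was smaller in BT474R, by -0.33 at 12 h (SE 0.07) in the test between the lines.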

Other crucial players (both aerobic and anaerobic) in glycolysis, including *PFKP/PFKM*, *ALDH2*, *PGM*, *CA9/12*, *PPARGC1A/B*, and *SLC1A5*, were also dysregulated in BT474. Suppression of SIRT activity has been previously suggested to activate HIF1A-mediated glycolysis [46]. 

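SIRT3 and SIRT5 fell in BT474 at 12 h. For SIRT3, the log2 fold change at 12 h was -0.34 with EGF (SE 0.10, adjusted p = 0.0128) and -0.56 with HRG (SE 0.10, adjusted p = 1.81e-05), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At 24 h it was -0.28 with EGF, short of the threshold, and -0.26 with HRG. Both results depend on the analysis. With EGF it passed in 5 of 10 alternatives, both forms of the replicate block among them, and with HRG the call was lost in 7 of 10, DESeq2 among them. Either EGF library left out moved the EGF value at 24 h, to between -0.43 and -0.12, and the HRG value was -0.15 without replicate 1 of HRG and -0.17 without replicate 2 of the vehicle. SIRT5 was at -0.33 and -0.28 with EGF and at -0.42 and -0.21 with HRG at 12 h and 24 h (SE 0.08), and its last value, whose call was lost in 6 of 10 alternatives, was -0.32 without replicate 1 of HRG and -0.11 without replicate 2. PPARA was at -0.92 and -1.02 with EGF and at -0.94 and -0.97 with HRG (SE 0.24 to 0.26). Without replicate 2 of the vehicle, its values at 24 h were -0.58 and -0.52. FOXO1 was at -0.76 with EGF and -0.71 with HRG at 12 h. At 24 h it was at -0.75 with HRG and, short of the threshold, at -0.47 with EGF (adjusted p = 0.119, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), where either EGF library left out gave values between -0.73 and -0.22. FOXM1 rose at both time points, by 0.24 and 0.33 with EGF and by 0.22 and 0.41 with HRG (SE 0.05), and its EGF value at 24 h was 0.20 without replicate 1 of EGF. Between the lines, the EGF effect at 24 h was higher in BT474R for PPARA (1.26, SE 0.30) and lower for FOXM1 (-0.42, SE 0.09). These were 0.82 without replicate 2 of the BT474 vehicle and -0.28 without replicate 1 of EGF in BT474.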

Our measurements showed suppression of SIRTs (*SIRT3* and *SIRT5*) and their upstream regulators, including *PPARA, FOXO1,* and *FOXM1* (both seen in RPPA and ATACseq, Supplementary Tables S1 and S2), prominently at later time points (Figure 4a). In line with RPPA and RNAseq measurements, BT474 showed an elevated glucose uptake, as detected via glucose-uptake assays, irrespective of treatment (Figure 4b) with respect to their controls, in contrast to BT474R.

While our enrichment results in BT474 captured an increase in OXPHOS compared to controls, BT474R showed inherently high levels of mitochondrial activity, irrespective of treatment, consistent with prior research [47,48], especially at the earliest time point (Figure 4c,d). In particular, omics measurements in EGF-BT474R showed a distinct activation of several genes such as *GATA6*, *SMAD4*, and *MYC* at early time points (30 min–1 h) (Tables S1 and S3). 

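Oxidative phosphorylation was followed with the 73 nuclear genes for subunits of complexes I, III, IV and V, a list written before the data were examined. Genes of the mitochondrial genome that belong to these complexes were not analysed here. Lists were tested with camera, which assumes a preset correlation of 0.01 between the genes of a list, over 144 list comparisons of ligand against vehicle. In BT474, the median log2 fold change of the list was 0.07 with EGF at 12 h (13 genes up, 2 down) and 0.09 at 24 h (18 up, 1 down), with adjusted p of 0.000209 and 0.000109 from camera with Benjamini-Hochberg adjustment. With HRG it was 0.04 at 12 h (adjusted p = 0.439) and 0.08 at 24 h (adjusted p = 0.00878, camera with Benjamini-Hochberg adjustment). Adjusted over the list alone, 13 genes were up and 2 down with EGF at 12 h. None of these calls held under fry or with the correlation estimated from the data. The medians are small beside the spread. Without replicate 1 of the vehicle, the EGF median at 12 h was 0.10, and with either replicate 2 of the vehicle or replicate 1 of EGF left out, the EGF median at 24 h was 0.05. The HRG medians moved as far, to 0.01 at 12 h without replicate 1 of HRG and 0.02 without replicate 2 of the vehicle, and at 24 h to 0.03 and 0.12 without replicates 1 and 2 of HRG and 0.04 without replicate 2 of the vehicle. In EGF-BT474R at 1 h, the median was 0.003 (no gene called in either direction, 0 up and 0 down), and it changed sign with single libraries left out. Between the lines at T0, the median was 0.09 higher in BT474R (31 genes higher, 11 lower, adjusted p = 0.13 from camera with Benjamini-Hochberg adjustment), a difference called by fry only, and without replicate 2 of BT474 it was 0.05.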

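In EGF-BT474R at 1 h, GATA6 rose by 0.44 on the log2 scale (SE 0.08, adjusted p = 0.003), MYC by 0.92 (SE 0.15, adjusted p = 0.002), and SMAD4 did not change (0.03, SE 0.05, adjusted p = 0.995), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With either EGF library left out, SMAD4 was at 0.05 and 0.01. GATA6 was below the vehicle at 24 h, with a log2 fold change of -0.40 (SE 0.08). MYC was at 8.10 ± 0.998 CPM (SD, n = 2) in BT474R with the vehicle at 1 h and at 15.3 ± 0.208 with EGF. In BT474 it was at 54.9 ± 1.85 with the vehicle and 108 ± 1.13 with EGF, a log2 fold change of 0.98 (SE 0.06). The EGF effect on MYC at 1 h did not differ between the lines (-0.08, SE 0.14, adjusted p = 0.969 from the same edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with single vehicle libraries left out the difference lay between -0.21 and 0.04. RNA was not sequenced at 30 min.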

Activation of several genes/proteins highlighted above have been previously implicated in aerobic glycolysis (Warburg effect) and could drive the mTORC1 signaling seen at later time points in BT474R [49]. Several of these genes also had significant enrichment for open enhancers across both treatments and multiple time points (Table S6). Taken together, these allude to a state of flux between glycolytic and mitochondrial metabolism [28] in BT474 across time and a preferred early mitochondrial bioenergetic state in BT474R.

### 3.6. Androgen Response in BT474 and BT474R and Its Metabolic Implications in HRG-Treated BT474R

AR expression is known to be inherently high in the BT474 cell line [50]. Both RPPA and RNAseq data reflected high inherent AR expression in BT474 (control and baseline measurements. However, we observed an overall reduction in AR mRNA and protein expression after EGF and HRG treatments in both BT474 and BT474R (Figure 4e,f). Research in prostate cancer (PCa) cell lines has previously demonstrated a PI3K-independent suppression of *AR* mRNA after EGF ligand treatment and a PI3K-dependent mechanism for AR degradation after HRG treatment [51,52]. Although, to the best of our knowledge, no evidence exists in the literature for the effect of ligand treatment on AR expression in BT474R, we observed trends similar to BT474, albeit with some differences highlighted below.

AR gene and protein expression decreases with time for both EGF and HRG in BT474R. Notably, HRG-BT474R showed a more drastic reduction in AR protein, in contrast to AR mRNA, across time. Since androgens are known to modulate lipid metabolism in PCas by promoting the expression of sterol regulatory element-binding proteins (SREBPs) with direct binding sites in FASN [53], we wondered if there were any significant differences in lipid metabolism between HRG-BT474R and EGF-BT474R. 

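The sterol and fatty acid synthesis list holds 27 genes. In EGF-BT474R, 14 of them rose at 12 h and 17 at 24 h, with none down, and median log2 fold changes of 0.35 and 0.47. With adjustment over the list alone, 21 and 19 rose. In HRG-BT474R, 1 gene rose at 12 h and none at 24 h (6 and 2 adjusted over the list alone), with medians of 0.24 and 0.28. By camera, the list as a whole was up in all 4 comparisons, with the largest adjusted p in HRG-BT474R at 12 h (adjusted p = 4.55e-07, camera with Benjamini-Hochberg adjustment), but none of the 4 calls held under fry or with an estimated correlation. Replicates differed widely at 24 h. Without replicate 1 of the BT474R vehicle, the median was 0.21 for EGF and 0.04 for HRG, and without replicate 2 of HRG it was 0.05, while HRG without replicate 2 of the vehicle gave 0.54. At 12 h, the HRG median was 0.15 without replicate 1 of the vehicle and 0.13 without replicate 2 of HRG. In HRG-BT474, the medians were 0.38 at 12 h and 0.25 at 24 h, with 22 and 20 genes up. The HRG effect at 12 h was smaller in BT474R, with a median difference of -0.14 (adjusted p = 0.00432, camera with Benjamini-Hochberg adjustment), which did not hold under fry and lay between -0.23 and -0.06 with single BT474R libraries left out.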

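FASN rose in EGF-BT474R by 0.34 at 12 h (SE 0.10), a call lost with DESeq2, and by 0.37 at 24 h (SE 0.10) on the log2 scale. In HRG-BT474R it did not pass the threshold, with 0.27 and 0.18 (adjusted p = 0.132 and 0.432), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was called at 12 h with both lines in 1 fit, with no filter and with a block within each time point, and at 24 h with no filter. Both values at 24 h depended on the vehicle. Without its replicate 1, FASN was at 0.20 with EGF and 0.01 with HRG, and without its replicate 2 at 0.56 and 0.37. FASN with HRG at 24 h was also at 0.29 and 0.05 without replicate 1 or 2 of HRG. SREBF1 rose with EGF at 12 h (0.18, SE 0.05) and not with HRG (0.06 at 12 h and -0.03 at 24 h, SE 0.05), where single libraries left out gave values from -0.09 to 0.11. SREBF2 passed the threshold at 12 h with neither EGF (0.13, SE 0.05) nor HRG (0.06, SE 0.05), and the latter value lay between 0.002 and 0.11 with either HRG library left out. NR1H3 did not change with EGF at 12 h (-0.03, SE 0.17), and with single libraries left out it lay between -0.16 and 0.11. DSS was not analysed here.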

Notably, while several of the SREBPs and other lipogenic genes were broadly dysregulated, HRG-BT474R showed a distinct lack of significant regulation of *SREBF1/2* targets and several downstream genes, including *HMGCR*, *NR1H3(LXR)*, *DSS*, and *FASN* (a crucial determinant of endocrine resistance) [54]. HRG-BT474R also showed no significant open enhancer (as detected through PEREGRINE analysis, Table S6; see Section 2) or binding regions for SREBF on its downstream targets (Table S2), suggestive of altered lipid metabolism and consequently an altered energy homeostatic state in HRG-BT474R, likely dependent on the early differential AR dynamics.

### 3.7. Activation of the IRF1 Cascade in EGF-Treated BT474R

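The interferon response list holds 30 genes named for their induction by interferon. Of these, 25 could be tested in BT474R and 27 in BT474. In EGF-BT474R, 16 rose and 1 fell at 12 h, and 18 rose and 2 fell at 24 h. With adjustment within the list, 18 and 19 rose and 1 and 2 fell. The median log2 fold change was 1.86 at 12 h (adjusted p = 1.01e-16) and 1.72 at 24 h (adjusted p = 1.61e-16), from camera with Benjamini-Hochberg adjustment, and both calls held under fry and with an estimated correlation. With genes at the detection limit set to the smallest change their counts allow, the medians were 1.29 and 1.54. The median at 12 h was 1.14 without replicate 1 of EGF. In EGF-BT474, the list did not move, with medians of 0.04 at 12 h and -0.04 at 24 h (adjusted p = 0.896 and 0.48, camera with Benjamini-Hochberg adjustment), and single libraries left out gave values from -0.13 to 0.12. In HRG-BT474R, the medians were -0.08 and -0.13, neither called, and between -0.22 and 0.00 with single libraries left out. The EGF effect was larger in BT474R than in BT474 by a median of 1.90 at 12 h (14 genes larger, adjusted p = 5.53e-32) and 1.97 at 24 h (16 larger, adjusted p = 1.75e-35), from camera with Benjamini-Hochberg adjustment. Both calls held under fry and with an estimated correlation, and with any 1 library left out the medians stayed between 1.50 and 2.22. At T0, before any ligand, the list was lower in BT474R, with a median of -1.00, or -0.66 with genes at the detection limit at their bound (13 genes lower, 3 higher). This call held under fry and not with an estimated correlation (adjusted p = 0.0523, camera with Benjamini-Hochberg adjustment).

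**Figure D1:**
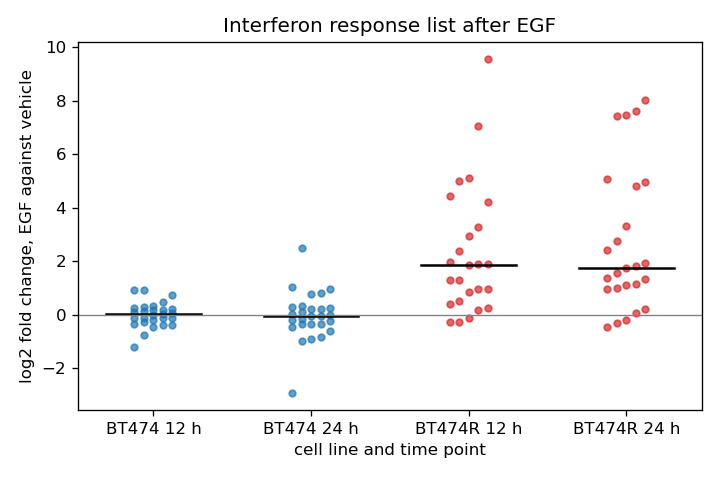
Log2 fold change of each tested gene of the interferon response list with EGF against vehicle, by cell line and time point. Each point is 1 gene and each black line a median, which lies at 1.86 and 1.72 in BT474R and near the grey line at no change in BT474. Genes at the detection limit are drawn at their fitted values.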

EGF-BT474R uniquely displayed a distinct upregulation of gene cascades associated with response to interferons (IFN) α/γ (adj *p* < 10^−3^), particularly *IRF1* (Figure 5a). It has been hypothesized that BT474 exhibits constitutive activation of *IRF1* [55]. Despite the unstable and short half-life of the IRF1 protein [56], we also observed increased IRF1 protein within the RPPA data (Table S2, with adj *p* < 0.05 only at 24 h). Upon stimulation with EGF, *EGFR* activity is known to induce IRF1 gene cascades, largely through STAT1 phosphorylation/activation, in other cancer cell lines [57]. 

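IRF1 was at 2.76 ± 1.12 CPM (SD, n = 2) in vehicle-treated BT474R at 1 h and at 12.9 ± 2.66 with EGF, a log2 fold change of 2.18 (SE 0.22, adjusted p = 1.7e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With any 1 of the 4 libraries left out, the change stayed between 1.86 and 2.71. The rise held at 12 h, from 1.84 ± 0.584 to 16.4 ± 3.88 CPM (log2 fold change 3.13, SE 0.23), and at 24 h, from 1.92 ± 0.612 to 14.5 ± 0.971 (2.94, SE 0.24). In EGF-BT474, IRF1 did not change at 1 h (0.01, SE 0.12) or 12 h (-0.02, SE 0.14), and single libraries left out gave values between -0.08 and 0.10. HRG did not change IRF1 in BT474R at 1 h (-0.06, SE 0.26), where leaving out replicate 1 or 2 of the vehicle gave -0.38 or 0.47. The EGF effect was larger in BT474R than in BT474 by 2.14 at 1 h (SE 0.26, adjusted p = 3.9e-06), 3.13 at 12 h (SE 0.29) and 3.09 at 24 h (SE 0.30), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At T0, IRF1 was lower in BT474R (log2 fold change -1.36, SE 0.26). Across the 10 BT474 groups, its means lay between 4.24 and 8.10 CPM.

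**Figure D2:**
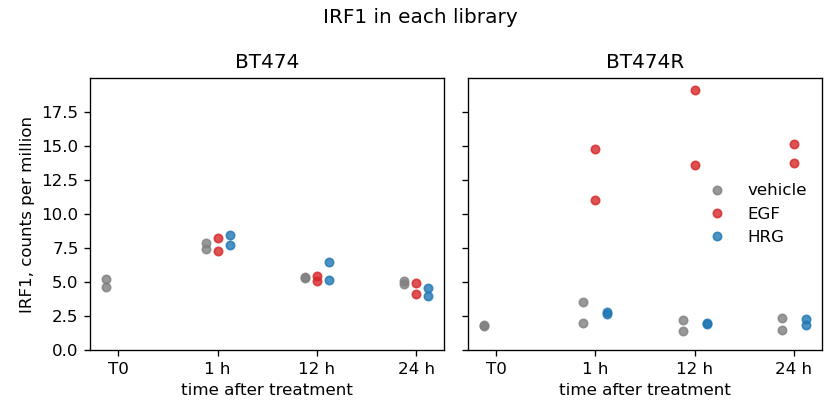
IRF1 in CPM in each library of BT474 (left) and BT474R (right) at T0 and at 1 h, 12 h and 24 h. Each point is 1 library, coloured by treatment, and T0 is drawn in grey. In BT474R, the EGF libraries, with means from 12.9 to 16.4, lie above all others.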

Sequencing data from BT474R after EGF treatment likewise showed an early increase for IRF1. *IRF1* expression in certain animal models is shown to precede and influence the expression of other interferon-stimulated genes (ISGs), including *STAT1*, *STAT2*, and *IRF9* [58,59]. These four proteins together have been predicted to form a positive feedback amplifier circuit regulating the IFN response [60]. *IRF9*, *STAT1*, and *STAT2* all showed increased activity at 12 h and 24 h, especially in BT474R, in contrast to what is observed in BT474 (Figure 5a,b). 

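IRF9 rose in EGF-BT474R by 1.70 at 12 h (SE 0.12, adjusted p = 1.14e-09) and 1.52 at 24 h (SE 0.12, adjusted p = 3.51e-09) on the log2 scale, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At 1 h it was at 0.52, short of the threshold. STAT2 did not change in EGF-BT474R at 12 h (0.10, SE 0.08, adjusted p = 0.543) and rose at 24 h (0.29, SE 0.08, adjusted p = 0.0203), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its value at 12 h was 0.04 and 0.15 without replicate 1 or 2 of EGF, and its value at 24 h was 0.48 and 0.13 without replicate 1 or 2 of the vehicle. In BT474, STAT2 fell with EGF to -0.55 at 12 h and -0.42 at 24 h, and with HRG to -0.69 and -0.49 (SE 0.05). It also fell with HRG in BT474R at 12 h (-0.36, SE 0.08). The EGF effect was larger in BT474R than in BT474 for IRF9 (1.52 at 12 h and 1.41 at 24 h, SE 0.21) and STAT2 (0.63 and 0.70, SE 0.10), both called in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. These are RNA levels. The activity of the factors inferred from their targets was not computed here.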

We further assessed the impact of IRF1 signaling by extracting 60 upstream and downstream immediate interactors of IRF1 from the custom EGF treatment-specific TF-target/PPI network (see Section 2). Gene abundance signatures and clustering of these 60 interactors (using “degPatterns” in DEGreport [24]) showed a distinctly diverging profile across time for IRF1 and STAT1 between treatment and controls in BT474R (Figure 5c, Table S7). There were several interferon response genes downstream of *STAT1/IRF1* (group 1, Table S7), including *ISG15*, *IFI6*, *HDAC1*, *GBP2*, *CXCR4*, *CASP8*, *SLC26A6*, *TNFSF10*, *CXCL8* (a transactivator of *EGFR* [61]), and *OAS2/3*. Similarly, antigen-processing machinery (including *ERAP2*, *TAP1*, and *TAP2*) was also linearly increased across time upon EGF treatment in BT474R (group 3, Table S7). 

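In EGF-BT474R, ISG15 rose by 1.98 at 12 h (SE 0.39) and 1.54 at 24 h (SE 0.35) on the log2 scale, IFI6 by 1.29 and 1.81 (SE 0.10), GBP2 by 0.86 and 1.32 (SE 0.09), CXCR4 by 0.61 and 0.74 (SE 0.07) and OAS3 by 2.36 and 2.42 (SE 0.16 and 0.15). OAS2 and CXCL8 were at the detection limit without EGF. OAS2 rose by at least 4.46 on the log2 scale at 12 h, and CXCL8 by at least 3.86 at 1 h, 2.89 at 12 h and 2.93 at 24 h. Called at 24 h and not at 12 h were HDAC1 (0.16 at 12 h, 0.25 at 24 h, SE 0.06), CASP8 (0.13 and 0.29, SE 0.08), SLC26A6 (0.15 and 0.32, SE 0.07) and TNFSF10 (0.09, SE 0.11, and 0.42, SE 0.10). HDAC1 was called at 12 h as well in 7 alternatives, DESeq2 among them. The adjusted p of the 4 at 12 h lay between 0.079 (HDAC1) and 0.69 (TNFSF10) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. CASP8 at 12 h was at 0.07 without replicate 1 of EGF. TNFSF10 at 12 h was at 0.05 without it, and at 0.03 and 0.16 without replicate 1 or 2 of the vehicle. Between the lines, the EGF effect at 24 h was larger in BT474R for IFI6 (1.77, SE 0.16), GBP2 (1.12, SE 0.11), CASP8 (0.50, SE 0.10), TNFSF10 (0.80, SE 0.13) and OAS3 (2.21, SE 0.16).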

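Of the antigen processing list, 12 genes could be tested in BT474R. In EGF-BT474R, 7 rose at 12 h and 8 at 24 h and none fell (8 at each time point adjusted over the list alone), with median log2 fold changes of 0.65 (adjusted p = 3.75e-07) and 0.95 (adjusted p = 1.07e-08), from camera with Benjamini-Hochberg adjustment. Both held under fry and with an estimated correlation. Its EGF effect was larger in BT474R than in BT474 by a median of 0.34 at 12 h and 1.05 at 24 h, and both held in the same way. Without replicate 2 of EGF in BT474, the median at 12 h was 0.61. At T0, the list was lower in BT474R (median -0.88, adjusted p = 0.00865 from camera with Benjamini-Hochberg adjustment), which did not hold with an estimated correlation. ERAP2 rose by 1.33 at 12 h (SE 0.29, between 0.98 and 1.90 with 1 library left out) and 1.20 at 24 h (SE 0.25), so its later value is not above its earlier one. At equal depth, it was higher at 24 h than at 12 h. TAP1 rose by 1.11 and 1.41 (SE 0.16), and TAP2 by 0.56, short of the threshold (adjusted p = 0.0744, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0.75 (SE 0.20). TAP1 and TAP2 each have 8 rows in the count table, and the row with the plain name holds 15.9% to 27.1% of the gene's reads for TAP1 and 16.7% to 26.6% for TAP2, so both values rest on part of the reads.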

Several of the genes highlighted above were highly differentially expressed in BT474R and showed increased accessibility (adj *p* < 0.05) in their promoter region, as detected via DiffBind within BT474R after EGF, especially at >12 h. DiffTF analysis (which integrates ATACseq and RNAseq measurements; see Section 2) additionally highlighted IRF1 as a potent activator, especially at the earliest time point after EGF treatment (Figure 5d and Figure S6). Increased activity of downstream phospholipase C and other kinases could contribute to increased activity of NF-κB [62,63], further emphasizing a link between IRF1 driven NF-κB signaling in EGF-BT474R. In the following section, we evaluate the differences between BT474 and BT474R after EGF treatment in the context of NF-κB /HIF1A signaling.

### 3.8. A Comparison of Hypoxic Stress Response between BT474R and BT474 after EGF

Accumulating data from several studies indicate significant crosstalk between the HIF1A and NF-κB signaling pathways. HIF1A has been suggested to regulate NF-κB signaling through upregulation of p65 and IKKα. NF-κB is also able to bind the HIF-1A promoter and induce its expression [64]. Both BT474 and BT474R, compared to controls, showed evidence of hypoxic stress and NF-κB activation, albeit of differing magnitude. 

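Of 28 known HIF1A target genes, EGF raised 17 and lowered 2 in BT474 at 12 h and raised 20 and lowered none at 24 h, and HRG raised 20 at each time point and lowered 3 and 2. The median log2 fold changes in BT474 were 0.34 and 0.41 with EGF and 0.47 and 0.41 with HRG, all called by camera and by fry and none with an estimated correlation. With genes at the detection limit at their bound, they were 0.32, 0.39, 0.46 and 0.37. The EGF median at 12 h was 0.20 without replicate 2 of EGF. In BT474R, 8 genes rose with EGF at 12 h and 6 at 24 h, with medians of 0.38 and 0.32, and no gene was called with HRG, with medians of 0.23 and 0.14. Camera called all 4 (the weakest adjusted p was 0.00834, camera with Benjamini-Hochberg adjustment), and neither fry nor an estimated correlation did. Single BT474R libraries decide these medians. With replicate 1 of the vehicle left out, they were 0.23, 0.09, 0.05 and -0.05 in the same order, and without replicate 2 of the vehicle 0.57, 0.52, 0.42 and 0.34. Without replicate 2 of HRG, the HRG medians were 0.06 and -0.04, and without replicate 1 the later one was 0.30. Vehicle-treated cells showed the same genes higher at 24 h than at T0, by a median of 0.50 in BT474 (20 genes up) and 0.77 in BT474R (23 up), the latter 0.50 without replicate 2 of the vehicle. At T0, the list was higher in BT474R by a median of 1.28 (24 genes higher, none lower), called by fry as well and not with an estimated correlation. Of the NF-kB target genes, 18 could be tested in BT474, with a median of -0.13 at 12 h and 0.02 at 24 h with EGF, neither called by camera. The one at 24 h was called by fry, and by camera with copy rows summed. Single libraries left out gave values from -0.11 to 0.02 and from 0.02 to 0.36, the last without replicate 2 of the vehicle. In EGF-BT474R, 7 of 17 rose at 12 h and 9 rose and 2 fell at 24 h, with medians of 0.12 (adjusted p = 0.0165) and 0.34 (adjusted p = 0.00263), from camera with Benjamini-Hochberg adjustment. Both held under fry and the later one with an estimated correlation. With genes at the detection limit at their bound, the first was 0.02, and without replicate 1 or 2 of the vehicle it was 0.06 or 0.27. The EGF effect on this list at 12 h was larger in BT474R by a median of 0.22, which held under fry and with an estimated correlation and was 0.14 without replicate 1 of the BT474R vehicle.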

While BT474 (irrespective of treatment) demonstrated a HIF1A- and NF-κB -mediated hypoxic stress response, only EGF-BT474R showed a significant response across time (Figure 3b,d). Given this, we focused exclusively on EGF treatment to elucidate the nuanced differences in hypoxic response to treatment between the two cell lines. We utilized a differential co-expression network to ascertain functional differences between the response of the two cell lines.

A list of 515 genes known to be associated with hypoxia and NF-κB signaling was first compiled from resources (see Section 2, Table S8). A differential correlation network was constructed using the 385/515 present in EGF-treated BT474 and BT474R (see Section 2), resulting in a differential network of 341 nodes with 2980 significant edges (Figure 5e, Table S9). Clustering using the topological overlap measure (see Section 2) revealed the presence of three distinct modules after EGF treatment. The largest module (n = 148) also captured the largest number of intramodular edges that were significantly differential (adj *p* < 0.05, Figure 5f, Table S10) between BT474R and BT474. 

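SDC3 was at 35.3 ± 0.938 CPM (SD, n = 2) in BT474 at T0 and at 105 ± 5.77 in BT474R, a log2 fold change of 1.68 (SE 0.11, adjusted p = 1.38e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CITED2 (0.72, SE 0.09), PFKFB3 (1.88, SE 0.28) and BDKRB1 (1.21, SE 0.30) were also higher in BT474R at T0, and with any 1 library left out each difference changed little. With EGF, PFKFB3 rose in BT474 at 12 h (0.42, SE 0.11), a call lost with DESeq2 and with both lines in 1 fit. In EGF-BT474R at 12 h it was at 0.73 (SE 0.27), short of the threshold (adjusted p = 0.0933, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and at 0.42 and 1.14 without replicate 1 or 2 of the vehicle. It passed in 5 alternatives there, among them the replicate block and both lines in 1 fit. CITED2 fell in EGF-BT474 at 24 h (-0.36, SE 0.07). CD99 rose in EGF-BT474 at 12 h by 0.13 (SE 0.05), or 0.08 without replicate 2 of EGF. It has 2 rows in the count table and the plain name holds 37.0% to 40.3% of its reads. The call of CD99 was lost with copy rows summed and with both lines in 1 fit. PRDX5 was a DEG in 0 of the 12 comparisons of ligand against vehicle. Correlations between genes across the libraries were not recomputed here.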

A detailed analysis of the largest connected component within the turquoise module indicated several genes (hubs detected; see Section 2) with increased correlation in EGF-BT474R and included *SDC3*, *CITED2*, *CD99*, *PFKFB3*, *PRDX5*, and *BDKRB1*. Particularly striking was the largest difference in genes that impacted glycolysis (Figure 5f, inset) and TGF-β signaling (*SDC2*, *SMAD3*, and *CITED2*) [65]. Several of these genes have been previously implicated with significant roles in cancer progression and chemoresistance. CITED2 is a crucial mediator of the HIF1A hypoxic response, which, in cancer, is indicated to serve as a co-activator of SMAD2/3 affecting TGF-β signaling [66]. CD99 and PFKFB3 have been previously found to mediate metabolic reprogramming, chemoresistance, metastasis, and stemness in ovarian cancer, likely via the modulation of inhibitors of apoptotic proteins and the NF-κB signaling pathway [67]. PFKRB3 is also a major target of EGFR signaling mediating glucose metabolism. While we did not identify statistically significant differential binding of these proteins, we observed active and open enhancer regions upregulated after EGF for several of these genes as analyzed by PEREGRINE, including *PFKFB3*, *SDC3*, and *BDKRB1*, especially at the later time points (Table S6). The increased correlation of the aforementioned genes in BT474R, compared to BT474, further alludes to a complex and differential interplay in the dynamics between hypoxia, NF-κB signaling, and metabolic reprogramming after EGF treatment between the two cell lines.

## 4. Discussion

The analyses presented here, to the best of our knowledge, present the most comprehensive molecular characterization of BT474R and BT474 cells in response to treatment with EGF and HRG. Our results indicate that EGF elicits a more robust response in BT474, as measured through its protein and transcriptional response and chromatin modification and alludes to it being a dominant driver of cell fate determination in these cell lines. 

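HRG and EGF were also compared directly. In BT474, HRG and EGF differed for 35 genes at 1 h (31 higher with HRG, 4 lower), 545 at 12 h (306 higher, 239 lower) and 193 at 24 h (52 higher, 141 lower). In BT474R, 12 genes differed at 1 h, all lower with HRG (419 were higher at an unadjusted p under 0.05), 345 at 12 h (67 higher, 278 lower) and 1258 at 24 h (451 higher, 807 lower). Several of these counts depend on the fit. Under the alternatives set in advance, the count at 24 h ranged from 12 to 402 in BT474 and from 0 to 1710 in BT474R. A replicate block within each time point, added after seeing the data, raised the counts in BT474 at each time point. With only the 4 libraries compared, the numbers in BT474 were 0 at 1 h, 1242 at 12 h and 12 at 24 h. In BT474R at 24 h the number was 0. An unadjusted p under 0.05 was reached there by 1263 genes in BT474 at 1 h and 2122 in BT474R at 24 h. Chance alone would give such a p, in either direction, to a share of 0.05 of the tested genes.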

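Of 27 genes of DNA replication and E2F factors, all rose at 12 h in BT474 with EGF (median log2 fold change 0.41) and with HRG (0.53), and 24 and 27 rose at 24 h (0.25 and 0.30). In BT474R, 9 rose with EGF and 10 with HRG at 12 h (medians 0.20 and 0.25), and 21 and 17 at 24 h (0.38 and 0.32). All 8 were called by camera and fry. An estimated correlation kept the 4 of BT474 and HRG-BT474R at 24 h. At 12 h the effects on this list were smaller in BT474R than in BT474 by a median of -0.31 with either ligand, and both held under fry and with an estimated correlation. Of 18 mitotic genes in BT474, 10 rose with EGF at 12 h (median 0.15) and 18 at 24 h (0.39), and 17 and 18 with HRG (0.32 and 0.46). In BT474R, 12 rose with EGF at 12 h (0.24), whereas at 24 h 1 rose and 2 fell (0.01, adjusted p = 0.929 from camera with Benjamini-Hochberg adjustment). With HRG, 8 and 10 rose (0.21 and 0.22). The median in EGF-BT474R at 24 h lay between -0.02 and 0.04 with single libraries left out. The EGF effect on mitotic genes at 24 h was smaller in BT474R by a median of -0.39, with 13 of 18 genes called, and held under fry and with an estimated correlation. In vehicle-treated BT474, the mitotic genes were lower at 24 h than at T0, with a median log2 fold change of -0.45.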

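E2F1 rose at 12 h in BT474 by 0.59 with EGF and 0.64 with HRG (SE 0.07), E2F2 by 0.40 and 0.56 (SE 0.11), E2F3 by 0.22 and 0.34 (SE 0.05), E2F7 by 0.41 and 0.57 (SE 0.09), and E2F8 by 0.46 and 0.48 (SE 0.12 and 0.11). In EGF-BT474R, E2F7 was called at 12 h (0.40, SE 0.12), and E2F1 (0.44, SE 0.07), E2F2 (0.39, SE 0.11), E2F3 (0.27, SE 0.06) and E2F8 (0.37, SE 0.11) at 24 h. E2F1 and E2F3 had also been called at 12 h, and E2F7 was called again at 24 h. In HRG-BT474R at 24 h, E2F1 was at 0.36 (adjusted p = 0.00889) and E2F8 at 0.43 (adjusted p = 0.0356), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. When replicate 1 of the vehicle was left out, E2F8 was at 0.19 with EGF and 0.25 with HRG. MYC rose at 1 h with HRG in BT474 by 1.26 (SE 0.06). At 12 h it was up in BT474 by 0.25 with EGF and 0.26 with HRG (SE 0.06), and in BT474R by 2.02 with EGF (SE 0.18) and 1.21 with HRG (SE 0.19), and at 24 h by 1.09 in EGF-BT474R (SE 0.25). The effect on MYC at 12 h was larger in BT474R, by 1.75 with EGF (SE 0.17) and 0.94 with HRG (SE 0.18). At T0, MYC was at 50.6 ± 2.51 CPM (SD, n = 2) in BT474 and at 3.75 ± 0.0562 in BT474R, a log2 fold change of -3.64 (SE 0.12).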

The addition of EGF and HRG (compared to controls) activates cell cycle-associated processes prominently at later time points (e.g., E2F targets and G2M checkpoints) and increases the expression of transcription factors, including *MYC* and E2Fs (Figure 3b,c). This points to the propensity of tumorigenesis in the presence of endogenous ligands.

The qSMLM measurements indicate that EGF treatment leads to a significant reduction in the detected average HER2 densities and the number of HER2 clusters at 1 h in both BT474 and BT474R, in contrast to HRG treatment, which shows increased HER2 densities, specifically at 1 h (Figure 2). The reduction in cluster radii at 1 h after EGF and HRG further alludes to the tight packing of HER2 clusters. Omics measurements of total HER2 (especially up to 12 h), however, show no decrease compared to the control or baseline (Figure S7). 

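ERBB2, which encodes HER2, was at 8347 ± 22.9 CPM (SD, n = 2) in BT474 and at 8989 ± 215 in BT474R at T0, a log2 fold change of 0.21 (SE 0.04, adjusted p = 1.27e-05). In EGF-BT474, its change was -0.03 at 1 h and 0.01 at 12 h (SE 0.02), neither called, and -0.09 at 24 h (SE 0.02, adjusted p = 0.00907). All p are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In HRG-BT474, it was -0.07 at 1 h, not called, -0.10 at 12 h (adjusted p = 0.00242, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.20 at 24 h (SE 0.02). In BT474R, no change was called, with 0.12 and -0.05 after EGF and -0.01 and -0.09 after HRG at 12 h and 24 h (SE 0.05). Of 10 alternatives, 3 called EGF-BT474R at 12 h, 1 called HRG-BT474R at 24 h and 1 called HRG-BT474 at 1 h. The call of EGF-BT474 at 24 h was lost in 2 and that of HRG-BT474 at 12 h in 1. Leaving out replicate 2 of the vehicle gave -0.06 for EGF-BT474 at 24 h, and single libraries left out gave values from -0.08 to 0.03 for EGF in BT474 at 12 h and BT474R at 24 h, and from -0.19 to 0.01 for HRG in BT474R. In vehicle-treated cells, ERBB2 was lower at 24 h than at T0, by -0.20 in BT474 (SE 0.02) and -0.37 in BT474R (SE 0.05).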

As noted earlier, several factors can influence the observed HER2 membrane dynamics and its internalization or trafficking within the cell. Endocytosis of HER2 can occur through clathrin-mediated or caveolin-mediated pathways, and internalized receptors can be recycled back to the membrane or targeted for degradation. In addition, HER2′s heterodimerization dynamics and the intracellular Ca^2+^ concentration [68,69] can affect its localization and activity. The analysis of omics measurements shows significant alterations in EGF-treated BT474 and BT474R (with respect to control), and intracellular Ca^2+^ dynamics indicate a more significant shift after EGF treatment over HRG (Figure S7). Taken together, these findings allude to significant alterations in membrane dynamics after EGF, which can be attributed to higher HER2 endocytosis or active HER2 reorganization that persists and leads to increased steric effects and is worth further exploration. The PI3K/AKT/mTORC1 signaling axis is known to be crucially affected downstream of HER2 [37,38]. BT474R, particularly after HRG treatment, did not show significant regulation of PI3K/AKT/mTORC1 signaling or HER2 membrane organization-associated gene changes. Mechanisms associated with increased HER2 membrane dynamics (as seen via qSMLM) contributing to the observed HER2 levels (Figure S7) and a reduction in the downstream signaling (as seen via omics measurements) compared to its respective controls after treatments warrants further targeted investigation.

Treated BT474 cells exhibited increased glycolysis (with respect to controls), as determined through the protein, gene expression signatures, and glucose-uptake assays. BT474R, consistent with our current understanding, shows evidence of inherently higher mitochondrial activity in its starved state (Figure 4c). However, notable differences in response to HRG treatment exist in BT474R. In particular, HRG-BT474R shows a considerable reduction in *AR* expression and *AR* response gene activity, compared to untreated controls, in contrast to BT474 with respect to untreated controls. Androgens are known regulators of several lipid metabolic pathways in PCa, including lipid uptake, biosynthesis, and degradation. The AR directly (via binding to the androgen response element) or indirectly (via activation of SREBP) regulates key lipid metabolic genes. Free fatty acids (FFAs) are known to serve as dominant bioenergetic substrates that feed into the tricarboxylic acid (TCA) cycle for energy production (increased OXPHOS) in cancer. EGF-BT474R, in contrast, shows a more dominant regulation of several genes/proteins associated with OXPHOS, including *SLC2A1*, *LDHA*, *SLC1A5* (ASCT2), and *SLC38A2* (SNAT2), in addition to genes/proteins associated with glycolysis.

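In EGF-BT474R, SLC2A1 rose at 12 h by 0.44 on the log2 scale (SE 0.12, adjusted p = 0.0229) and was short of the threshold at 24 h (0.29, SE 0.12, adjusted p = 0.113), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and passed it there in 4 of 10 alternatives, as did LDHA. The later value was 0.11 and 0.50 without replicate 1 or 2 of the vehicle. LDHA rose by 0.44 at 12 h (SE 0.13) and by 0.31 at 24 h, short of the threshold (adjusted p = 0.0927, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and without replicate 1 of the vehicle these were 0.26 and 0.17. LDHA has 2 rows in the count table and the plain name holds 18.4% to 20.0% of its reads. SLC1A5 rose by 0.20 and 0.37 (SE 0.06), and SLC38A2 was called at 24 h (0.19, SE 0.06). SLC38A2 also rose in EGF-BT474 at 1 h (0.36, SE 0.05).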

Differential co-expression network analyses further highlight nuanced differences between EGF-treated BT474R and BT474, including an increase in TGF-β signaling in BT474R. This is consistent with the observed activation of SMAD targets, especially at the earliest time point in EGF-BT474R. TGF-β signaling is known to influence the bioenergetic dynamics within cancer cells (glycolysis, oxphos, and lipid metabolism) [70] and plays a role in PI3K activation (via TGF-β and HER2 interactions), contributing to trastuzumab resistance [71]. Increased activity of *CXCL8* (activated by NF-κB) and its neighbors is also observed in the differential network within EGF-BT474R. Numerous studies have confirmed that *CXCL8* can induce the phosphorylation of protein tyrosine kinases, including FAK and Src kinases, driving metabolic changes [63,72,73]. The contribution of microenvironmental hypoxia to NFκB-induced response to cellular stress is being increasingly appreciated [64]. HIF1A and NF-κB can co-operatively activate genes involved in tumor growth, progression and metastasis, metabolic reprogramming, and resistance to chemotherapy [74,75]. Taken together, these results highlight a temporal fluidity in the bioenergetic state and its largely treatment-dependent interaction with HIF1A/NF-κB signaling in BT474R.

Previous studies in solid tumors have demonstrated that prolonged interferon signaling allows tumors to acquire STAT1-related epigenomic/genomic changes contributing to the maintenance of resistance to immune checkpoint blockades [76], with a major contributor of IFNG being tumor-associated T cells. The prolonged and sustained activation of the IRF1/STAT1 cascade in the EGF-treated BT474R alludes to an interferon gamma-independent mechanism likely mediated by EGFR that contributes to the maintenance of resistance through the IRF1 cascades. 

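IFNG, which encodes interferon gamma, had 0 counts in each of the 40 libraries, which allows up to 0.179 CPM in the smallest library. Its receptor gene IFNGR1 rose in EGF-BT474R by 0.40 at 12 h and 0.36 at 24 h (SE 0.08), and JAK1 was slightly lower at 12 h (-0.15, SE 0.05), adjusted p = 0.033 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. JAK2 had between 36 and 91 counts in BT474 libraries and between 0 and 9 in BT474R libraries. At T0 its log2 fold change in BT474R against BT474 was -3.74 or lower, at the detection limit in BT474R. EGFR was at 69.0 ± 5.99 CPM (SD, n = 2) in BT474 and at 655 ± 28.5 in BT474R at T0, a log2 fold change of 3.35 (SE 0.10, adjusted p = 5.44e-26 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It rose in HRG-BT474 at 12 h by 0.36 (SE 0.06). RNA levels do not measure interferon protein or receptor activity. From the sustained rise of IRF1 and its targets after EGF in the resistant line, the paper proposes that IRF1 cascades triggered through EGFR, and not by interferon gamma, help to keep the cells resistant.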

Though we were unable to capture the precise transcription to translation dynamics of *IRF1*, our multiomics data point to potent and sustained activation of *IRF1* and its downstream targets and warrant further investigation. IRF1 is a regulator of diverse cellular functions and a known tumor suppressor whose endocrine responsiveness regulates cell fate in cancers [77,78]. IRF1, as seen in our data, could impact several downstream processes, including the antigen-processing machinery, activation of CXCL8 and Phospholipase C, and subsequent NF-κB activation [62,63], several feedback mechanisms contributing to EGFR transactivation and consequently the sustained activation of IRF1/STAT1 signaling.

## 5. Conclusions

Figure 6 summarizes the overall molecular underpinnings highlighted in this study. Our investigation studied the effect of ligand treatment on downstream mechanisms in BT474 and BT474R. While our study did not explicitly capture the combined dynamics of the endogenous ligands, it captures the role of EGF as a major determinant driving cellular dynamics. In particular, EGF-treated BT474R shows increased IRF1 signaling, which could be a direct consequence of EGFR activation. The self-amplification circuit of *STAT1/2* and *IRF9* likely contributes to the IFN1 independent and sustained activation of *IRF1* across time. Plasticity in metabolic regulation emerges from our study as a key factor in differentiating sensitive and resistant cells after treatment with ligands. HRG-treated BT474R shows altered FASN-mediated lipid metabolism, likely a consequence of reduced AR dynamics. While the mechanisms observed above do not highlight the origins of trastuzumab resistance, they provide insights into the potential consequence of acquired resistance, posing the intriguing question of whether addressing these altered mechanisms has the potential to reverse trastuzumab resistance. In summary, the findings described in this study provide avenues for drug development in cases where women acquire resistance over the course of trastuzumab treatment.

## Figures and Tables

**Figure 1:**
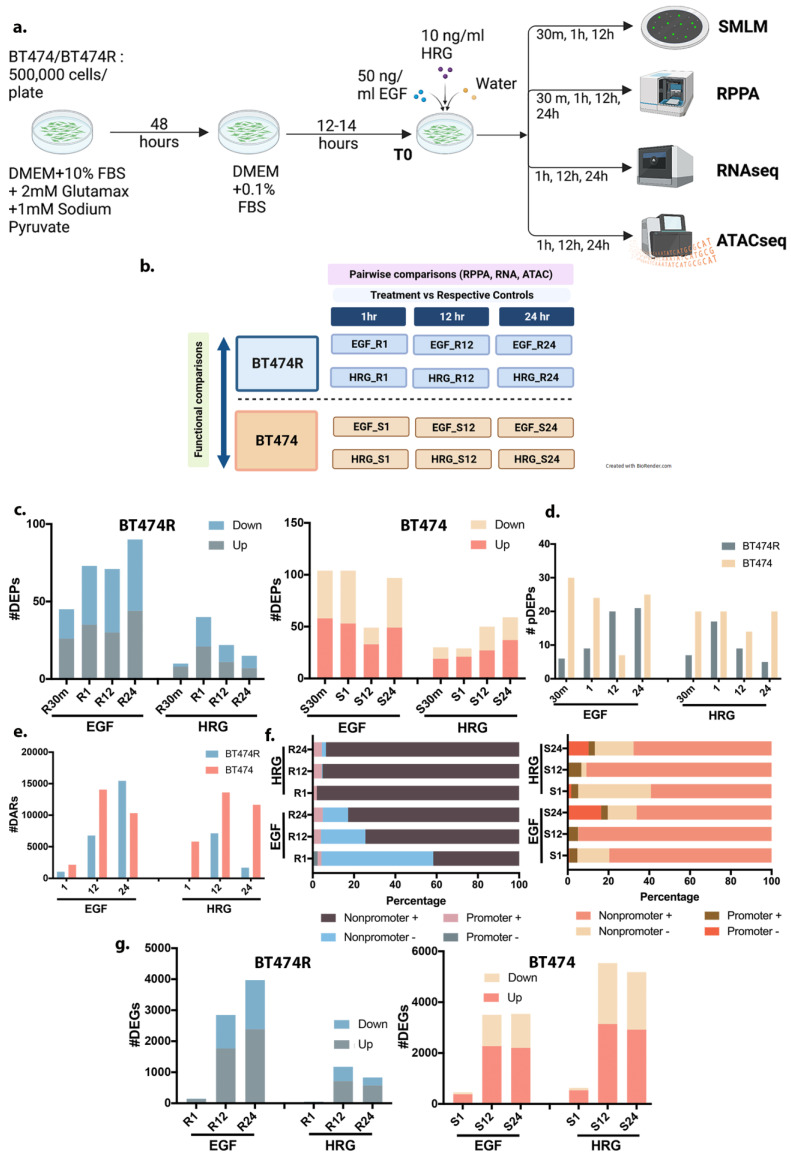
Study design and summary of multiomic measurements. (**a**) Study design—500,000 cells/well were plated in 6-well plates and cultured for 48 h in complete media with one media change after 24 h. Cells were serum starved using media containing 0.1% FBS for 14–16 h. After serum starvation, cells were treated with 50 ng/mL of epidermal growth factor (EGF), 10 ng/mL of heregulin (HRG), or vehicle (water) in freshly made serum starvation media for 30 min (for RPPA), 1 h, 12 h, or 24 h (for ATAC/RNAseq). Time-zero (T0) samples were collected after serum starvation. All treatments were performed in duplicate. (**b**) An infographic that highlights the types of comparisons performed within this manuscript. Differential expression (fold change) for each omics data modality (RNAseq, ATACseq, and RPPA) was computed as pairwise comparisons between treatment and their respective control for each time point. The results were then compared between the two cell lines to identify functional differences (functional comparisons). (**c**) Differentially expressed proteins (DEPs, adj *p* < 0.05) detected from RPPA measurements for 30 min, 1 h, 12 h, and 24 h for BT474R (R30, R1, R12, and R24, left panel) and sensitive cell line BT474 (S30, S1, S12, and S24, right panel) showed distinct and increased response in BT474 after treatment in contrast to BT474R. (**d**) A comparison of phosphorylated DEPs, which alludes to a highly active cell state, shows a more robust response in BT474 after both HRG and EGF. (**e**) A comparison of the differentially accessible regions (DARs) in BT474 and BT474R assessed from the ATACseq data reflected trends similar to DEPs, with BT474 overall being more accessible across time after treatments. (**f**) The proportion of DARs (as percentage of total DARs) that were observed in the promoter (upstream 1 kb downstream 1 kb of transcription start site (TSS)) and non-promoter regions of annotated genes (adj *p* < 0.05) for BT474R (left panel) and BT474 (right panel). BT474 clearly showed increased accessibility in its promoter region (compared to their respective control, “+”), especially after EGF. (**g**) Differentially expressed genes (*p* adj < 0.05) identified from RNAseq data reflected trends observed in RPPA and ATACseq with both EGF and HRG treated BT474 (right panel) in a transcriptionally more active state compared to BT474R (left panel) across time. Of note, BT474 seems to be most sensitive to treatment at 12 h, as observed.

**Figure 2:**
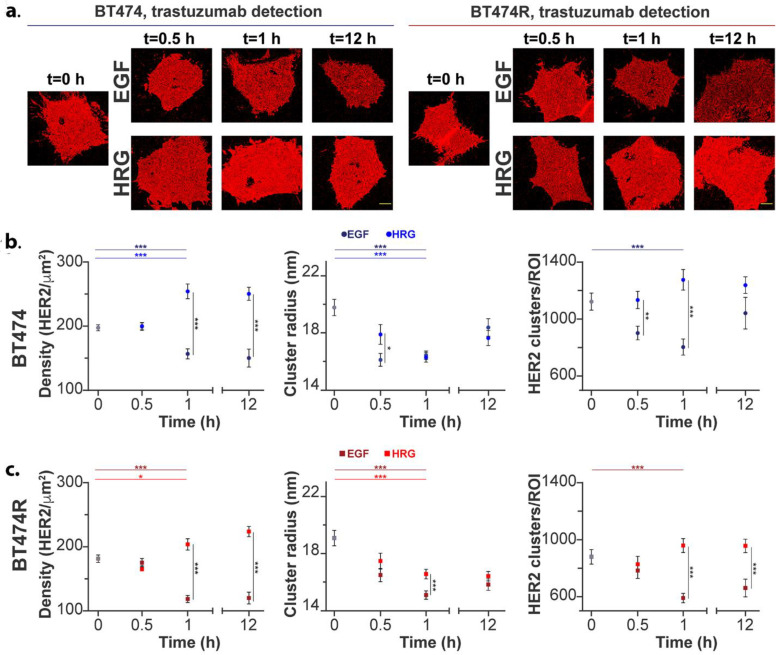
Membrane HER2 clustering, as detected through qSMLM in BT474 and BT474R after EGF and HRG treatment. (**a**) HER2 was detected using trastuzumab-AF647 as probe in BT474 and BT474R. Cells were imaged with SMLM after 14 h starvation (t = 0 h) or after 14 h starvation, followed by treatment with ligands for the indicated time. Red points are the (x,y) coordinates of localizations detected using SMLM in representative cells. Scale bars are 5 µm. (**b**,**c**) Average detected HER2 densities and clustering parameters after EGF treatment and HRG treatment are shown for each cell line (BT474 in (**b**) and BT474R in (**c**)). A total of 10–20 cells (36–77 ROIs) were analyzed for trastuzumab detection. Clustering parameters were calculated from clustered ROIs; the total number of these ROIs ranged from 19 to 53, depending on the ligand and time point. Graphs are plotted for each individual time point using the mean value. Error bars are represented by standard error of the mean (SEM). For clarity, only significant *p* values between EGF and HRG treatment for each cell are shown (*p* value indicated as * <0.05; ** <0.01; *** <0.001.); all other numerical details and additional clustering parameters are provided in Table S4.

**Figure 3:**
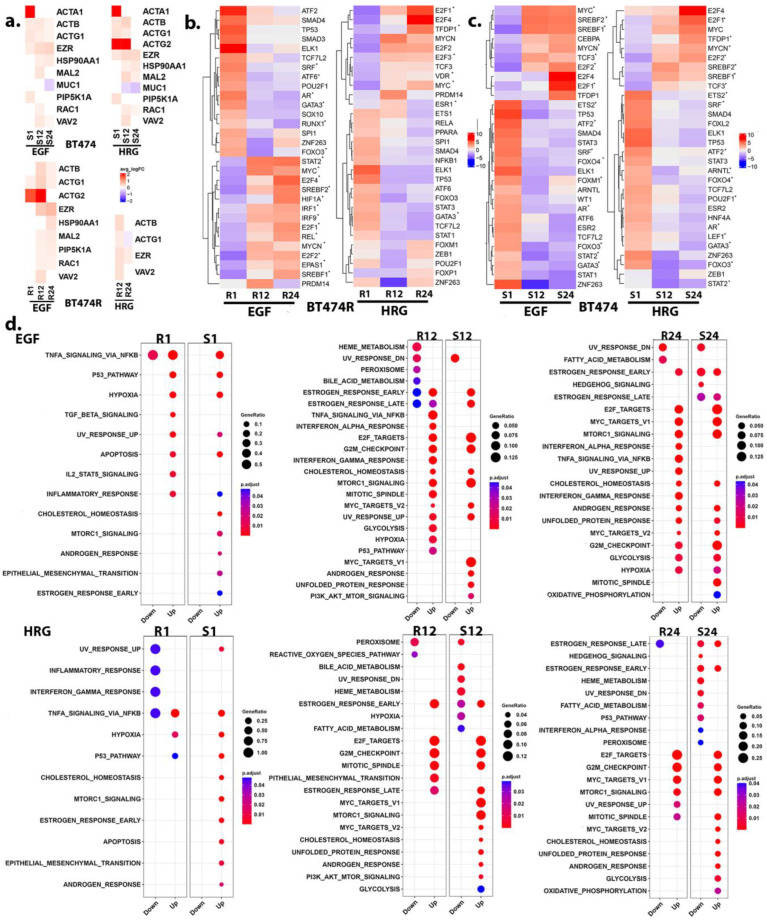
HER2 clustering and downstream signaling. (**a**) Heatmaps highlight the fold changes observed for genes that are known to affect HER2 organization at the membrane. HRG-treated BT474R shows an absence of significant regulation of several of the transcripts within our data, alluding to altered HER2 membrane organization. (**b**) Transcription factor (TF)-target activity, as ascertained by DoRothEA, highlights the increased activity of IRF TFs (red) and HIF1A in EGF-treated BT474R, particularly at the later time points. * indicate TF, which were also identified as DEGs at least one time point. (**c**) A similar DoRothEA TF-target activity heatmap for BT474 treated with EGF and HRG. (**d**) A comparative dotplot highlighting the Hallmark enrichment identified for BT474R (R1, R12, and R24) and BT474 (S1, S12, and S24) after EGF (upper panels) and HRG (lower panels) treatments. Both (**b**,**c**) consistently showed activation of PI3K/AKT signaling in BT474 (adj *p* < 10^−3^) and its downstream mTORC1, particularly at early time points.

**Figure 4:**
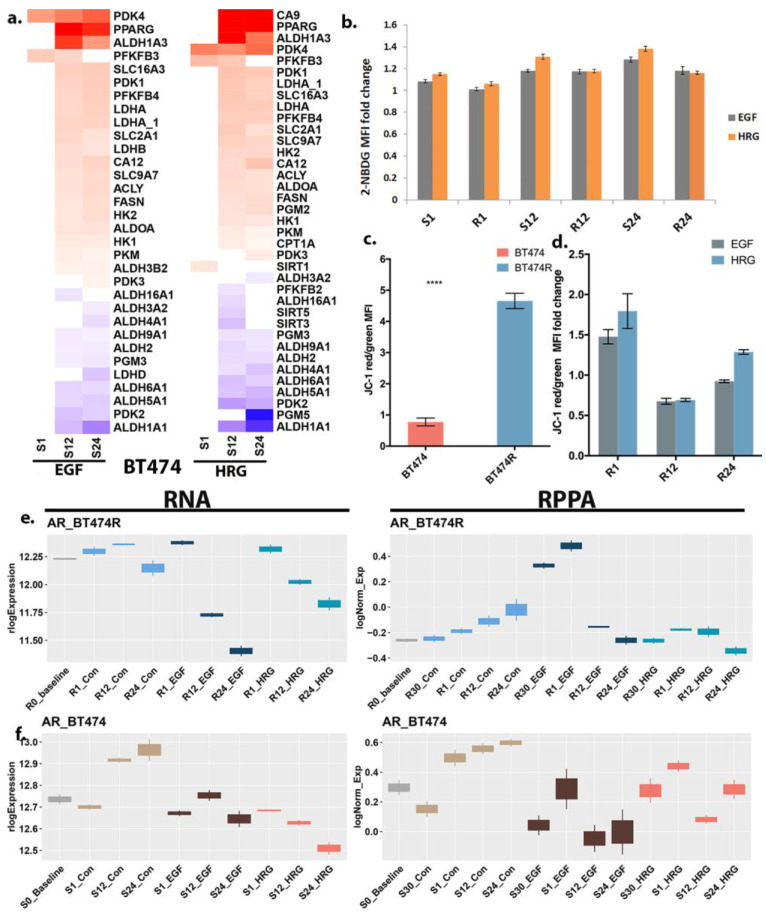
Differential bioenergetics in BT474 and BT474R. (**a**) Heatmaps highlight the fold changes observed in glycolysis-associated gene products in BT474, with both HRG and EGF-BT474, specifically at the later time points. (**b**) Glucose (2-NBDG) uptake in BT474R at different time points (R1, R12, and R24) and in BT474 (across time, S1, S12, and S24) after EGF and HRG treatment show a fold change over control. Flow cytometry analysis of serum-starved BT474 incubated with 2-NBDG after treatment for 1 h, 12 h, and 24 h. Error bars represent the SEM of three independent experiments (n = 9). (**c**) Active mitochondria exhibit brighter red fluorescence signal compared to mitochondria with lower membrane potential, which fluoresce green. Changes in the red/green fluorescence signal ratio can be used to determine healthy versus depolarized mitochondria (mitochondria membrane potential (Δψm)). Bar plot represents the Δψm (JC-1 red/green median fluorescence intensity (MFI)) of serum-starved BT474 and BT474R cells stained with MitoProbe JC-1 (*p* indicated as **** < 0.0001). (**d**) Bar plot shows the JC-1 red/green MFI after EGF and HRG treatment for 1 h, 12 h, and 24 h in BT474R (fold change over vehicle). Error bars represent the SEM of three independent experiments (n = 9). (**e**) RNA and RPPA measurements of AR across all treatment and time point combinations are shown for BT474R. (**f**) RNA and RPPA measurements of AR across all treatment and time point combinations are shown for BT474.

**Figure 5:**
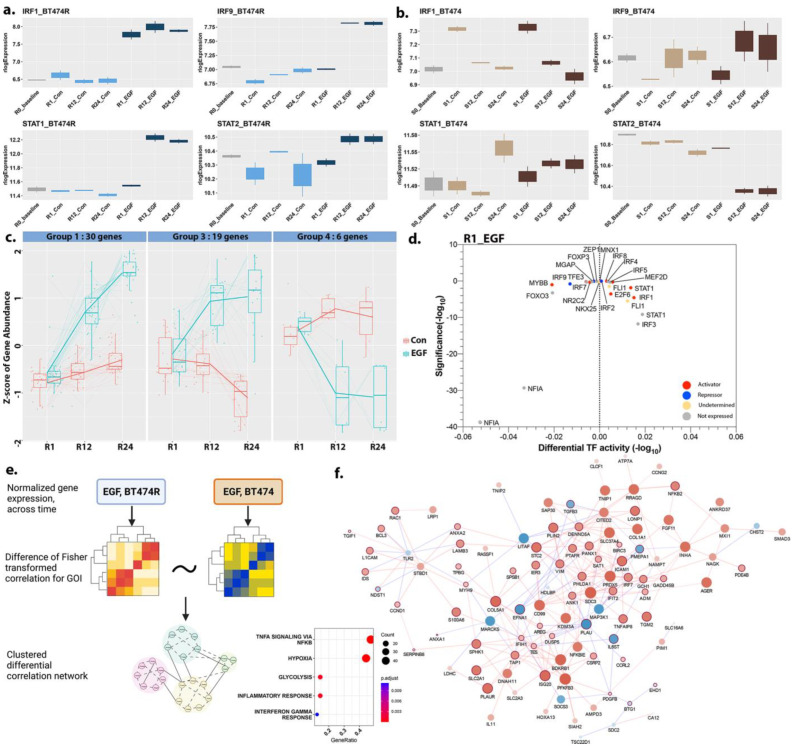
Differential signaling between EGF-BT474R and EGF-BT474. (**a**) Boxplots of four crucial TFs, *IRF1*, *IRF9*, *STAT1*, and *STAT2*, in BT474R and BT474, respectively, highlight the increase in expression after EGF treatment. (**b**) The differential dynamics of these four TFs in BT474 after EGF treatment. (**c**) Gene abundance signatures of 60 upstream and downstream interactors of IRF1 from custom EGF treatment-specific TF-target/PPI network (see Section 2) clustered into three groups via degPatterns showed a distinctly diverging profile across time for IRF1, STAT1, and associated proteins between EGF and controls in BT474R (also see Table S6). (**d**) Diff TF analysis for EGF-treated BT474R at 1 h highlighted the role of IRFs, particularly IRF1, as an activator. DiffTF results for 12 h and 24 h after EGF in BT474R are shown in Figure S5. (**e**) An infographic showing the derivation of differential correlation network for EGF-treated BT474R and BT474. Clustering is performed using a metric called topological overlap measure (see Section 2). (**f**) The turquoise module with the largest number of differential intramodular edges was identified as being differential between BT474R and BT474. The red edges highlight a positive correlation among genes such as *SDC3*, *CITED2*, *CD99*, *PFKFB3*, *PRDX5*, and *BDKRB1*. Notably, several of these genes have been previously implicated with significant roles in cancer progression and chemoresistance Note: for the edge colors, red indicates higher correlation in BT474R, and blue indicates higher correlation in BT474. For the node colors, red nodes are upregulated by fc value, blue nodes are downregulated by fc value, and green node names are associated with glycolysis. Inset—dotplot of enrichment of the nodes identified in this module.

**Figure 6:**
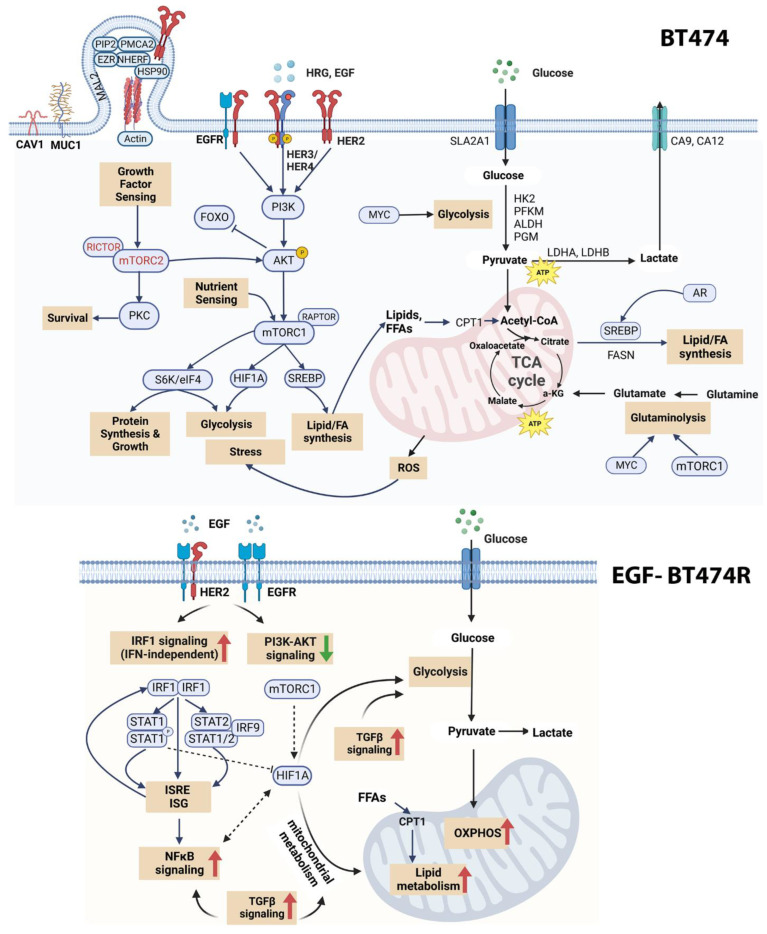
Mechanistic underpinnings of BT474 and BT474R. The top panel represents the major mechanisms observed via our multimodal measurements as being prominent in BT474, irrespective of treatment. We observed an active PI3K/AKT/mTORC1 cascade, evidence of both aerobic and anaerobic glycolysis, increased lipogenesis mediated by AR, and HIF1A-mediated stress response, which also contributes to the metabolic reprogramming in BT474. BT474 shows a mix of substrate utilization for bioenergetics across time and treatments. The bottom panel captures the findings of this study as it pertains to BT474R, particularly after treatment with EGF. BT474R showed inherently high mitochondrial bioenergetics for both ligands but showed a ligand-dependent activation/absence of certain signaling cascades. Only EGF-BT474R displayed increased IFN-independent, IRF1-mediated signaling, which has been reported to be a consequence of EGFR activation. The self-amplification circuit using STAT2, IRFF9, and STAT1 likely contributes to the sustained IRF1 activation across time. The downstream activation of interferon-stimulated genes (ISGs) and interferon-sensitive response element genes could impact cellular bioenergetics through their activation of other signaling cascades, such as NF-κB. STAT1 repression of HIF1A could further contribute to the “flux state” in cellular bioenergetics within EGF-BT474R. As evidenced through our differential co-expression network analysis, an increased correlation of genes in EGF-BT474R associated with hypoxia, NF-κB signaling, and metabolic reprogramming further alludes to the differential bioenergetics with respect to BT474. HRG-BT474R (with respect to control) showed a distinct lack of FASN-mediated lipid metabolism-associated genes, likely mediated by early AR dynamics, and warrants further research.

## Data Availability

Raw bulk RNAseq and ATACseq data have been submitted to the National Center for Biotechnology Information Gene Expression Omnibus under accession number GEO: GSE237607. All processed data, including the RPPA data, are made publicly available in the Supplementary Materials and through a publicly accessible RShiny server at https://www.tnbcworkbench.org/shiny/BT474_RShiny/. All code was written in R from established R/Bioconductor packages in line with their vignettes, and any information required to reanalyze the data reported in this paper is available from the lead contact upon request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers16030553/s1, Figure S1: Binding affinities captured for each treatment condition, at every timepoint with respect to its control. Figure S2: Chromatin accessibility and enrichment. Figure S3. Fold change heatmap of all differentially expressed genes identified for each pairwise comparison of treatment vs control, at every timepoint. Figure S4. Photophysical properties of fluorescent probes and distribution of lateral localization precisions. Figure S5. Fold change heatmap of PI3K/AKT/mTORC1 pathway associated differentially expressed proteins and genes. Figure S6. Differential TF activity and accessibility Figure S7. HER2 expression and intracellular Ca^2+^ measurements. Table S1. Differentially expressed proteins detected from RPPA measurements for EGF and HRG treated BT474 and BT474R. Table S2. Summary of ATAC seq measurements captured for each cell lines, at each time point for both EGF and HRG. Table S3. Differentially expressed genes as detected via RNAseq for both cell lines, treated with EGF and HRG across time. Table S4: Summary of cluster measurements and associated *p* values with trastuzumab-AF647 as probe, for EGF and HRG treated cells. Table S5. Hallmark gene set enrichment of differentially expressed genes, across time, for both cell lines treated with EGF and HRG. Table S6: Enhancers peaks in EGF treated BT474R an. HRG treated BT474R as seen across time. Table S7: 60 interactors identified for upstream and downstream of IRF1 with clusters 1–4 identified through DEG pattern analysis. Table S8: A compendium of genes associated with Hypoxia and NFKB signaling, compiled as outlined in methods. Table S9. The differential network between EGF-BT474R and EGF-BT474, where each row represents an edge, between two gene pairs, and the corresponding *p* value of co-expression significance. Calculated as outlined in methods. Table S10. Highlights the nodes identified in the turquoise module within the differential co-expression network between EGF-BT474R and EGF-BT474.

# Supplementary material for: Molecular Atlas of HER2+ Breast Cancer Cells Treated with Endogenous Ligands: Temporal Insights into Mechanisms of Trastuzumab Resistance
**Source:** Cancers (Basel). 2024 Jan 27;16(3):553. doi: 10.3390/cancers16030553
**Supplement:** Supplementary file 1

*Supplementary Figures*

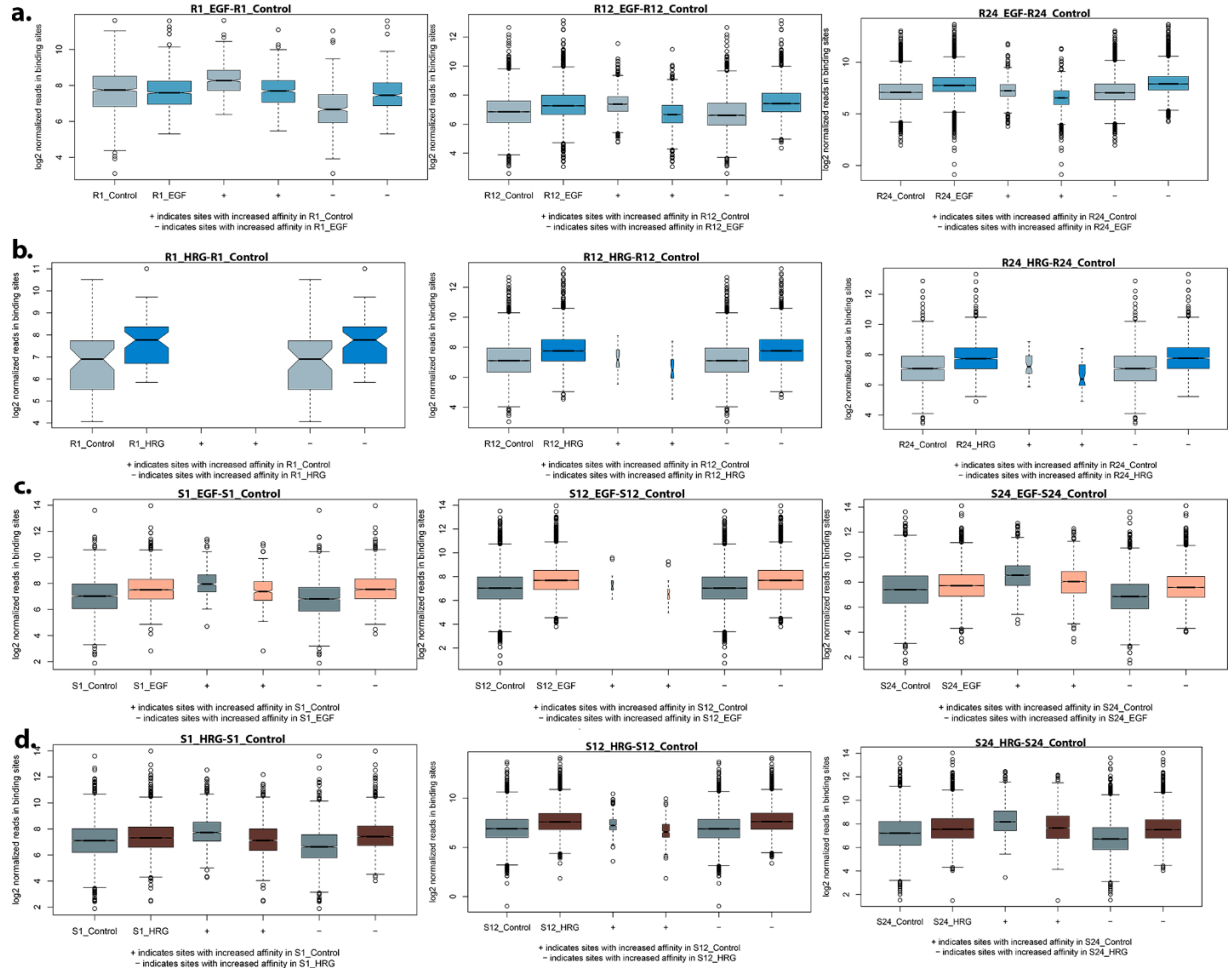

**Figure S1: Binding affinities captured for each treatment condition, at every timepoint with respect to its control.** The first two boxes in every plot show the distribution of reads over all differentially bound sites in each group pair. The next two boxes show the distribution of reads in differentially bound sites that exhibit increased affinity in the control samples, while the final two boxes show the distribution of reads in differentially bound sites that exhibit increased affinity in the treatment samples at every timepoint.

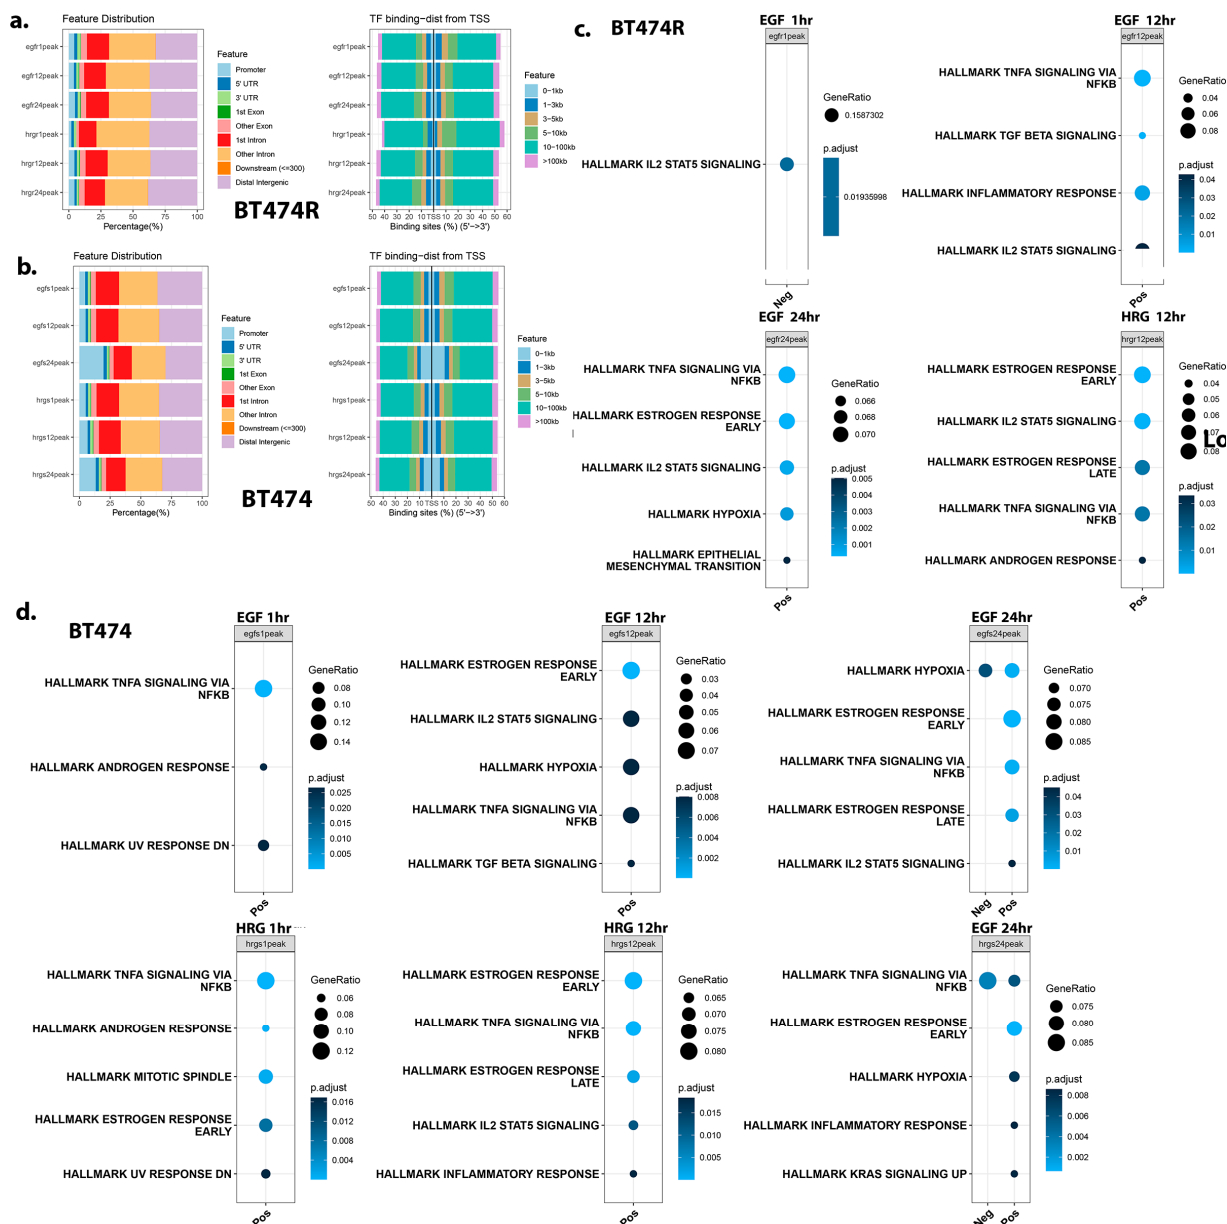

**Figure S2: Chromatin accessibility and enrichment.** A. (left panel) Distribution of accessible peaks in BT474R after each treatment at every timepoint (Right panel) shows the percent of TF binding sites captured upstream and downstream of the transcription start site (TSS). B. Similarly shows the distribution of accessible peaks and distribution of the peaks from TSS in BT474. C. and D. Captures the hallmark enrichment of genes with significant accessibility in the promoter region for BT474R and BT474 respectively after every treatment at each timepoint.

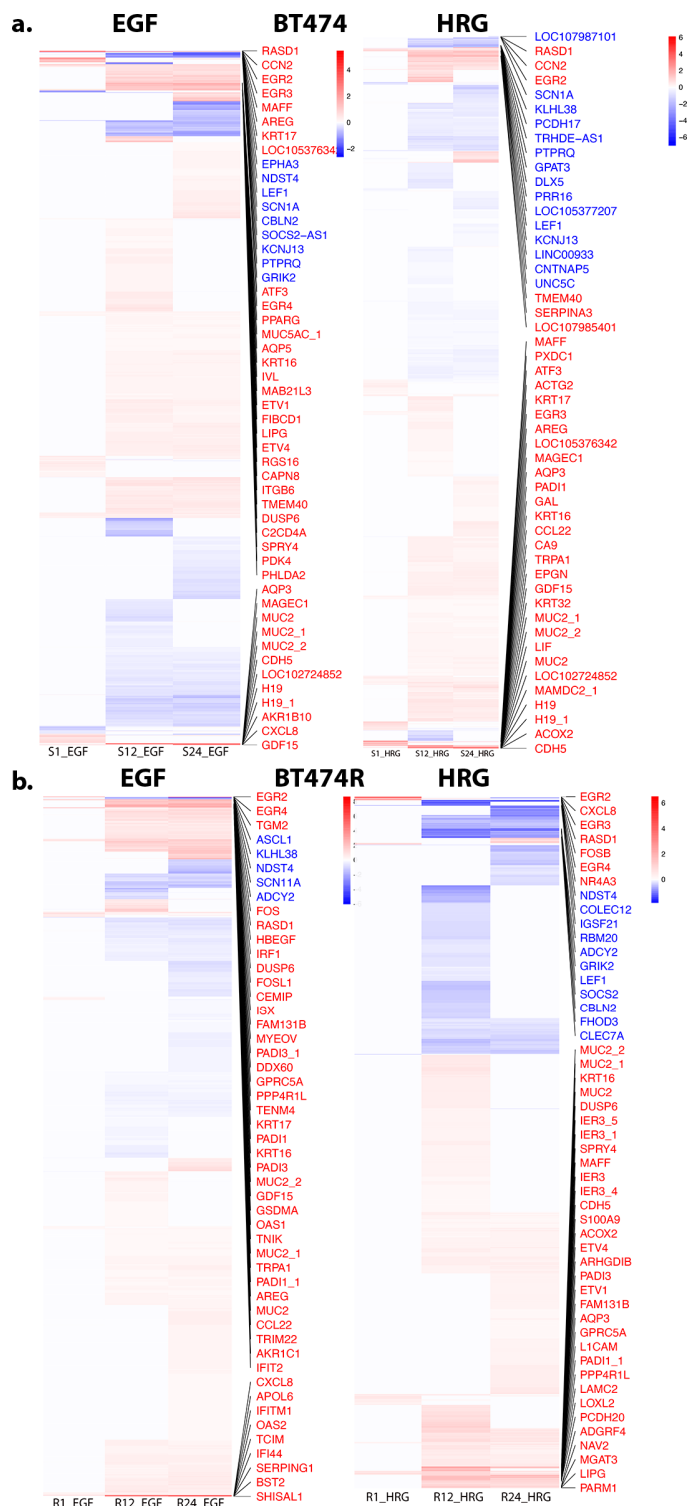

**Figure S3. Fold change heatmap of all differentially expressed genes identified for each pairwise comparison of treatment vs control, at every timepoint. A. (left panel) Highlights the names of top 50 DEGs identified after EGF treatment in BT474. (right panel) Highlights the names of top 50 DEGs identified after HRG treatment in BT474. B. Similarly represents the top 50 DEGs for EGF-BT474R (left panel) and HRG-BT474R (right panel).**

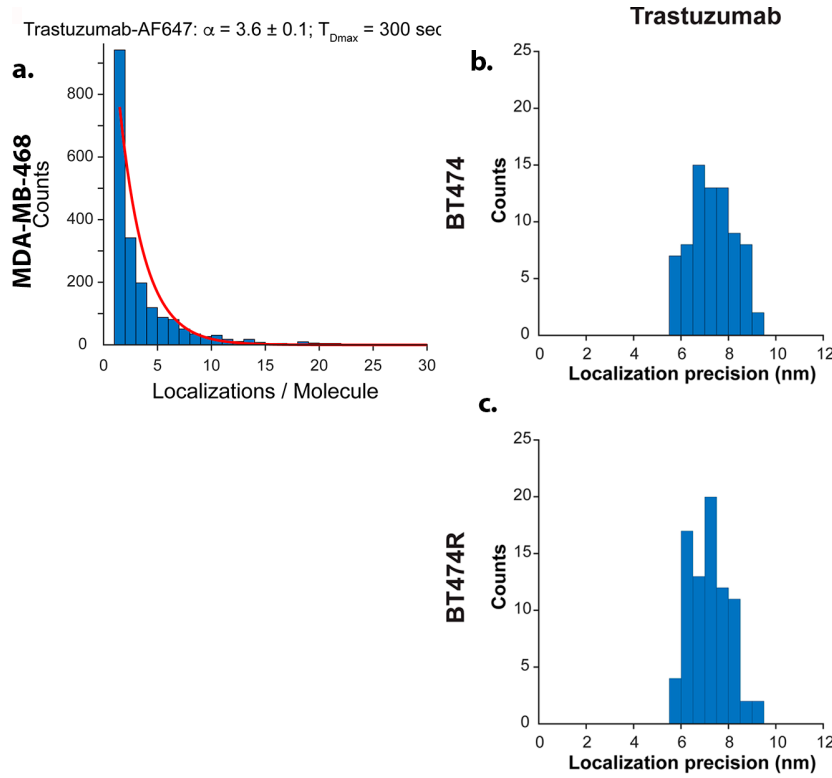

**Figure S4. Photophysical properties of fluorescent probes and distribution of lateral localization precisions.** *a.* The average number of appearances for trastuzumab-AF647 was 4; the maximum dark time ( $T_{Dmax}$ ) for probe was 300 s. MDA-MB-468 cell lines (starved for 14 h) were stained with 10 nM trastuzumab-AF647 to obtain sparse signal. Localizations were detected with a  $64 \mu m^2$  ROI as described before<sup>37,39</sup>. ROIs (13) were assessed across three separate experiments ( $n=3$ ). *b.* Lateral localization precisions ( $\sigma$ ) were obtained from NIS Elements software for all analyzed ROIs. Each analyzed ROI contributed an average lateral localization precision value to the overall distribution. The average  $\sigma$  from the distribution for BT474 cells: 7.3 nm for trastuzumab and *c.* 7.1 for trastuzumab in BT474R.

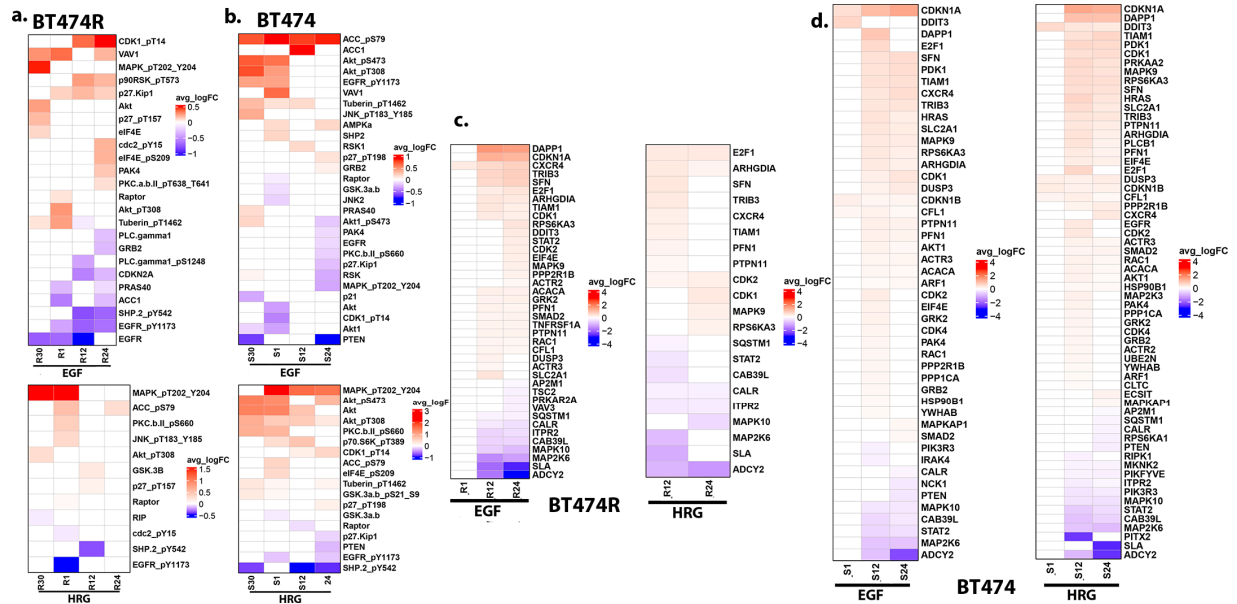

**Figure S5. Fold change heatmap of PI3K/AKT/mTORC1 pathway associated differentially expressed proteins and genes.** a. DEPs in the Pi3k-AKT-mTOR pathway (from mSigDB) having significant regulation in EGF-BT474R (top) and HRG-BT474R (bottom) b. DEPs in the Pi3k-AKT-mTOR pathway having significant regulation in EGF-BT474 (top) and HRG-BT474 (bottom) c. DEGs identified in EGF-BT474R (left) and HRG-BT474R (right) in the PI3K/AKT/mTORC1 pathway. HRG-BT474R shows a distinctly diminished PI3K/AKT/mTORC1 response at a transcriptomic level. d. DEGs identified in EGF-BT474 (left) and HRG-BT474 (right) in the PI3k-AKT-mTOR pathway

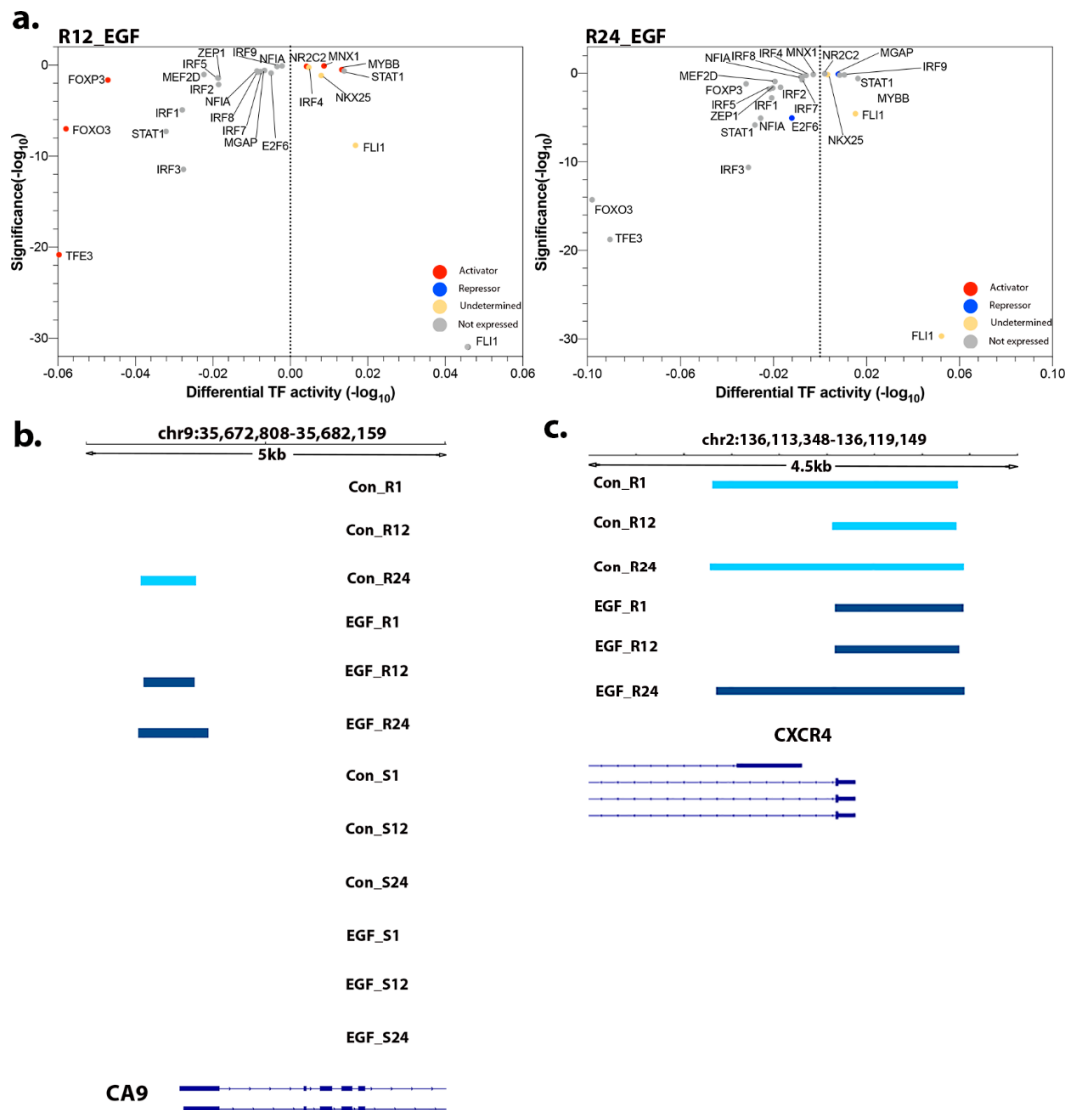

**Figure S6** a. DiffTF results shown for EGF-BT474R at 12 and 24 h respectively. We see significant activity for IRF1 associated signaling and associated TFs as outlined in the main text. b. Significant difference in consensus peaks identified in the promoter region of CXCR4 after EGF in BT474R. c. CA9, a highly sensitive endogenous sensor for hypoxic stress was found to be significantly transcriptionally upregulated as well as have significant differential binding (open) ( $p_{adj} < 0.05$ ) in BT474R alone, after EGF treatment as seen by the presence of consensus peaks (for open regions) in EGF treated BT474R.

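CA9 was at 7.75 ± 3.22 CPM (SD, n = 2) in vehicle-treated BT474R at 12 h and at 21.1 ± 2.61 with EGF, and at 24 h at 27.9 ± 15.2 and 63.4 ± 5.91. Its log2 fold change in EGF-BT474R was 1.42 at 12 h (SE 0.33, adjusted p = 0.00626) and 1.20 at 24 h (SE 0.28, adjusted p = 0.00383), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without replicate 1 or 2 of the vehicle, the later value was 0.71 or 1.89. In EGF-BT474, CA9 was also called, with 2.09 at 12 h (SE 0.72, adjusted p = 0.0404) and 2.00 at 24 h (SE 0.45, adjusted p = 0.00126) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, at far lower counts of 5 and 20 with EGF at 12 h and 24 and 58 at 24 h. Without replicate 2 of EGF, these values were 0.72 and 1.08. HRG-BT474 gave 2.70 at 12 h (SE 0.64) and 2.30 at 24 h (SE 0.43). The EGF effect did not differ detectably between the lines, at -0.69 at 12 h (SE 1.41) and -0.79 at 24 h (SE 0.88), and with single libraries left out these lay between -1.40 and 0.70 and between -1.45 and 0.09. At T0, CA9 was higher in BT474R by at least 6.01 on the log2 scale. Vehicle-treated cells gained CA9 from T0 to 24 h, by 1.75 in BT474R (SE 0.34), or 1.06 without replicate 2 of the vehicle, and by at least 1.63 in BT474. Open chromatin at CA9 was not analysed here.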

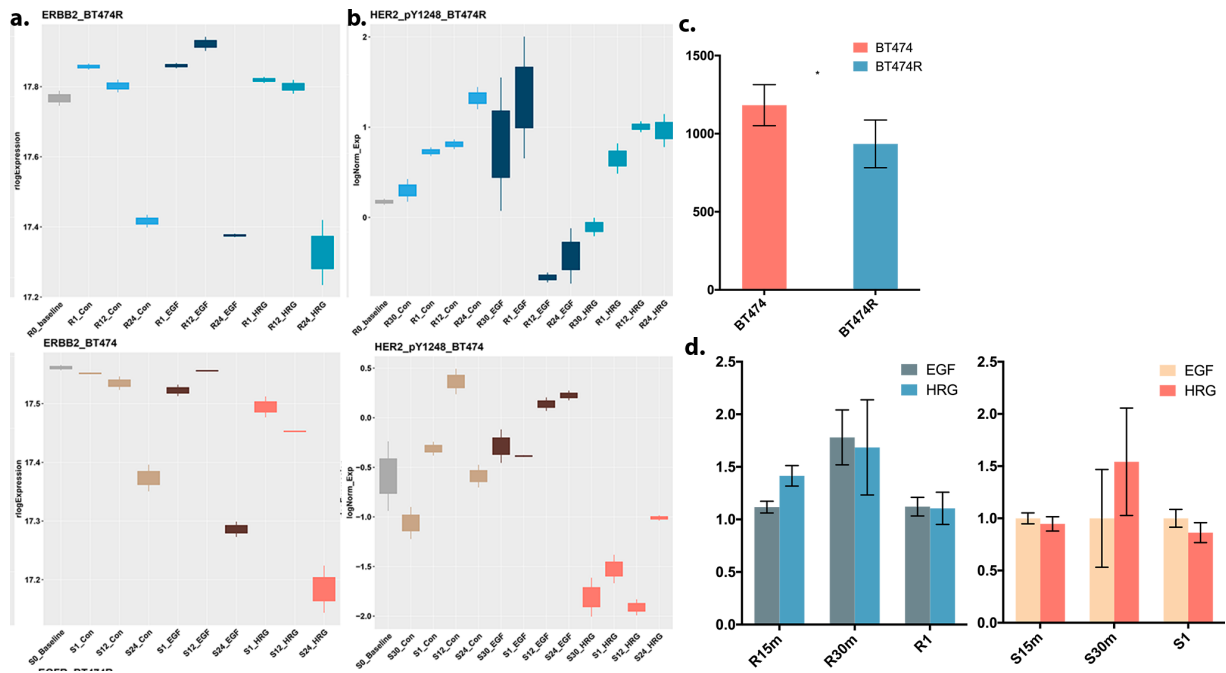

**Figure S7** a. HER2 expression (top panel) in RNAseq data for BT474R and BT474 (bottom panel). b. pHER2 expression as seen in RPPA data for BT474R (top panel) and BT474 (bottom panel). c. Intracellular  $\text{Ca}^{2+}$  measurements using Fluo-4 Direct in BT474 and BT474R after EGF and HRG after serum starvation. The mean fluorescence intensity (MFI) of a representative experiment is shown. Error bars represent SEM of technical replicates ( $n=3$ ). d. MFI for BT474 and BT474R (right panel) cells treated with EGF and HRG for 15 min, 30 min and 1 h and loaded with Fluo-4 Direct for 1 h. The mean fluorescence intensity is shown as fold over vehicle treated controls. Error bars represent the SEM of three independent experiments ( $n=10$ ).

How the deposited data were processed for this re-analysis (not part of the article)

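RNA of BT474 and BT474R was measured in 40 libraries, 2 from each of 20 groups: T0 after starvation, and EGF, HRG or vehicle at 1 h, 12 h and 24 h. The deposited values are counts of reads per gene, which the authors made from paired-end reads of 101 bases, checked with FastQC 0.11.8, trimmed with TrimGalore 0.6.6, and aligned to GRCh38.p13 and counted on genes with Rsubread 2.6.4. The annotation release, the strand setting and the treatment of reads that map to several places are not stated in the methods. The table is neither normalized nor filtered and has 44584 names. All 40 columns were used, and each was assigned to its sample by the column name given in the sample's description. Replicates are known only by their numbers, and nothing states that cultures with the same number were grown together. Whether the 2 replicates of a group came from separate experiments is not stated either.

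A library had 24593441 counts on average, and its top 50 genes took between 13.0% and 15.2% of them. TMM factors were between 0.960 and 1.05. A gene with 3 counts or fewer in every library of a group was taken as at the detection limit there, and a fold change against such a group is given as a bound. Common dispersions were 0.00121 in BT474, 0.00300 in BT474R and 0.00209 over both lines. R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 were used. Of the tested genes, 85.7% have their name in the RefSeq table. Since the annotation release is not stated, no coordinates are given.

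Each ligand was compared with the vehicle of the same time point and line, HRG with EGF, vehicle at 24 h with T0, and 24 h effects with 12 h effects, in 1 fit per line. BT474R was compared with BT474 at T0, and the ligand effects between the lines, in a fit of all 40 libraries. Tests were edgeR's quasi-likelihood F tests on genes with at least 1 count in 50% or more of the libraries of a fit, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. The groups, tests and alternatives were set in advance of seeing the values, except those stated below to have been added or changed later.

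Genes named in the passages are the 97 genes the paper names and, for each comparison, up to 3 genes per direction with the largest change among DEGs with a mean of at least 1 CPM in which every ligand library lay above, or below, every vehicle library. Rows that repeat another gene's name with a number, 5078 in all, were kept as separate genes and are not named on their own. For LDHA, CD99, TAP1, TAP2 and B2M, the values are those of the row with the plain name. DSS, named by the paper, was not analysed here.

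The lists of HER2 organization, PI3K/AKT/mTOR and glycolysis genes are the study's own choice, taken from its text and figures, so only numbers of genes and directions are given for them. The other lists were written from general knowledge of the pathways, and the antigen processing list includes ERAP2, TAP1 and TAP2 from the paper's text. The interferon genes, a list of 22, were used only to ask whether the cells make interferon RNA. A total of 12 lists were tested, in families of 144 comparisons of ligand against vehicle and 84 of lines and T0, with camera at a preset correlation of 0.01 on log2 CPM with a prior count of 2. Camera tests a list against all other genes. Which list and gene results are printed at each claim was picked after the values were seen, and 4 interferon results were added last. Results for a few genes and 1 list are not reported here.

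The alternatives were DESeq2 without shrinkage, DESeq2's size factors in edgeR, filterByExpr, no filter, only the libraries of the groups compared, a replicate block, 1 fit of both lines, thinning to equal depth, summed copy rows, leaving out each library in turn, and for lists fry and an estimated correlation. A replicate block within each time point was added after the 24 h replicates were seen to deviate together. Thinning kept 19200632 counts per library for BT474 and 16794594 for BT474R and for both lines.

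The method was tested on simulated data with 23947 genes, of which 200 were changed. edgeR called 173 of them (86.5%), all in the right direction, and 9 unchanged genes, 4.95% of its calls. It called 72.5%, 92.3% and 100% of the genes changed by a log2 of 0.5, 1 and 2. With no gene changed it called 0, and of 100 random lists of unchanged genes, camera called 0 at an unadjusted p under 0.05. The simulated genes varied independently of each other. The simulation therefore does not test camera on lists whose genes vary together. All simulated groups also shared the same spread, while in the data the spread differed between groups. The test described here is version 2. The first, with a dispersion of 0.01 and 80% of changed genes required, found 70.5%, after which the spread was taken from the data and 90% required among genes changed by a log2 of 1 or more.

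RPPA, ATACseq, imaging and glucose uptake were not analysed here. TF activity, gene set enrichment against MSigDB and correlation networks were not computed here, since the gene sets were not used here. The paper's table of DEGs was compared only where it was held, which was complete for HRG-BT474R, with 1617 genes, and partial for the other groups.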

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

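The results below are differences between the lines, BT474R minus BT474, in the effect of a ligand against its vehicle, tested as interactions in edgeR over all 40 libraries. Each passed its test at an adjusted p under 0.05, and several were not looked for by name. The tests of interferon RNA, JAK2, interferon response genes without copy rows, the mitotic genes at 12 h, and equal depth across the lines were chosen only after the result was seen.

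For EGF, 34 genes differed at 1 h, 484 at 12 h and 989 at 24 h. For HRG, these numbers were 134, 1003 and 821. Of the genes that differed for HRG at 12 h, 716 differences were negative and 287 positive, where a negative one is a weaker rise or a stronger fall in BT474R. Unequal library size was tested by thinning every library to the same total, which left 367 genes for EGF and 642 for HRG at 12 h, so it is not the whole of the difference. Spread between the BT474R replicates was largest in HRG at 24 h. With only the libraries compared in the fit, HRG differed for 85 genes at 24 h and 2066 at 12 h, so spread stays open for the differences at 24 h. Culture conditions that differed between the lines are not described by the design, and BT474R is 1 clone compared with the line it came from, so a difference between resistant and responsive cells cannot be separated from a difference between this pair of cultures.

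Of 48 list differences, 25 passed camera, 10 of these also passed fry, 8 an estimated correlation, and 8 passed all of them. Values are medians of the log2 difference, with the value without a library that moves it by more than 1.5 times. For EGF at 1 h, the lists that differed were sterol and fatty acid synthesis (-0.10, or -0.17 without BT474R EGF replicate 1 and -0.0538 without BT474R EGF replicate 2), nuclear OXPHOS (-0.0733, or -0.0305 without BT474 EGF replicate 1 and -0.11 without BT474 EGF replicate 2) and mitosis (-0.18). For EGF at 12 h, the lists that differed were interferon response (1.90), antigen processing (0.34, or 0.61 without BT474 EGF replicate 2), nuclear OXPHOS (-0.0906), NF-kB (0.22, or 0.14 without BT474R vehicle replicate 1), DNA replication (-0.31) and mitosis (0.0587, or 0.0327 without BT474R vehicle replicate 1, 0.10 without BT474R vehicle replicate 2 and 0.098 without BT474R EGF replicate 1). For EGF at 24 h, the lists that differed were interferon response (1.97), antigen processing (1.05), nuclear OXPHOS (-0.0869), DNA replication (0.0927, or 0.0554 without BT474 vehicle replicate 1, -0.0104 without BT474R vehicle replicate 1, 0.20 without BT474R vehicle replicate 2, 0.16 without BT474R EGF replicate 1 and 0.0378 without BT474R EGF replicate 2) and mitosis (-0.39). For HRG at 1 h, the lists that differed were sterol and fatty acid synthesis (-0.0858, or -0.0292 without BT474R HRG replicate 1 and -0.18 without BT474R HRG replicate 2), nuclear OXPHOS (-0.0794, or -0.0479 without BT474 vehicle replicate 1) and mitosis (-0.11, or -0.0616 without BT474R HRG replicate 2). For HRG at 12 h, the lists that differed were sterol and fatty acid synthesis (-0.14, or -0.0779 without BT474R vehicle replicate 2, -0.0567 without BT474R HRG replicate 1 and -0.23 without BT474R HRG replicate 2), nuclear OXPHOS (-0.0625, or -0.0403 without BT474R vehicle replicate 2), hypoxia (-0.28, or -0.46 without BT474R vehicle replicate 1, -0.0346 without BT474R vehicle replicate 2 and -0.13 without BT474R HRG replicate 1), DNA replication (-0.31) and mitosis (-0.12, or -0.0682 without BT474 HRG replicate 1, -0.0787 without BT474R vehicle replicate 2, -0.0794 without BT474R HRG replicate 1 and -0.21 without BT474R HRG replicate 2). For HRG at 24 h, the lists that differed were nuclear OXPHOS (-0.0846, or -0.0523 without BT474 vehicle replicate 2, -0.0444 without BT474 HRG replicate 1, -0.0518 without BT474R vehicle replicate 2 and -0.0507 without BT474R HRG replicate 1), hypoxia (-0.23, or -0.44 without BT474R vehicle replicate 1, -0.0435 without BT474R vehicle replicate 2, -0.11 without BT474R HRG replicate 1 and -0.45 without BT474R HRG replicate 2) and mitosis (-0.26). The ones that passed all of the tests were interferon response and antigen processing for EGF at 12 h and 24 h, NF-kB for EGF at 12 h, DNA replication for EGF and for HRG at 12 h and mitosis for EGF at 24 h. The others did not pass an estimated correlation, and of these only the mitosis differences for EGF at 1 h and for HRG at 24 h passed fry.

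Among the genes the paper names, 56 differences passed the threshold, and 53 of them are given as log2 differences. For EGF at 1 h, they were IRF1 (2.14). For EGF at 12 h, they were MYC (1.75), IRF1 (3.13), IRF9 (1.52), STAT2 (0.63), IFI6 (0.97), GBP2 (0.71), TNFSF10 (0.58), OAS3 (2.16), ERAP2 (1.49, or 0.78 without BT474 vehicle replicate 1), TAP1 (1.49), ERBB4 (-0.63) and ACTG1 (0.27). For EGF at 24 h, they were ALDH2 (-0.33), PGM3 (0.37), CA12 (-0.98, or -0.64 without BT474R vehicle replicate 2), PPARA (1.26, or 0.82 without BT474 vehicle replicate 2), FOXM1 (-0.42, or -0.28 without BT474 EGF replicate 1), MYC (1.14), IRF1 (3.09), IRF9 (1.41), STAT2 (0.70), IFI6 (1.77), GBP2 (1.12), CASP8 (0.50), TNFSF10 (0.80), OAS3 (2.21), ERAP2 (1.80), TAP1 (1.85), ERBB4 (-0.46), RICTOR (0.25), ACTN1 (0.21), EZR (0.25) and NFKB1 (-0.36, or -0.22 without BT474 EGF replicate 1). For HRG at 1 h, they were MYC (-0.85), SLC38A2 (-0.38), ACTB (-0.26), ACTG1 (-0.23) and ACTA1 (-3.84). For HRG at 12 h, they were PDK2 (0.77), SLC1A5 (-0.33), MYC (0.94), TNFSF10 (0.75), ERBB3 (0.27) and MAL2 (-0.31). For HRG at 24 h, they were PDK2 (0.60), PGM3 (0.27), SLC1A5 (-0.23, or -0.12 without BT474R vehicle replicate 2), PPARA (1.07, or 0.62 without BT474 vehicle replicate 2), CXCR4 (-0.39), TNFSF10 (0.47), ACTG1 (-0.21) and EZR (-0.21). For EGF, CXCL8 at 12 h and OAS2 at 12 h and 24 h passed as well and are at the detection limit without EGF in BT474R, so no difference is given for them. Their log2 rise with EGF in BT474R was at least 2.89 for CXCL8, and at least 4.46 at 12 h and 6.18 at 24 h for OAS2. Of the 56 differences, 20 lost their call in at least 1 alternative. Those that lost it in 6 or 7 of 9 alternatives were ERBB4 and NFKB1 for EGF at 24 h and SLC1A5, CXCR4, TNFSF10 and EZR for HRG at 24 h.

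The interferon response list rose with EGF in BT474R and not in BT474. A lower starting level that EGF only restored is argued against by the level reached. With EGF at 24 h, the list was higher in BT474R than in BT474 by a median of 0.56 (0.43 to 0.71 over pairs of libraries, 16 genes higher and 5 lower of 27), while with the vehicle it was lower by -1.26 (-1.07 to -0.55 over pairs of libraries, 3 higher and 16 lower). Pairs were compared on log2 CPM with a prior count of 2, and the medians are of fitted values. Reads split between copy rows do not account for it, since only 2 of the 27 genes tested have copy rows, and the median over the other 25 was 2.19 at 24 h (1.81 to 2.41 with any 1 library left out), nor does library size, with 2.18 at equal depth. Interferon RNA made by the same cells stays open, since all interferon genes together had 4 counts in the BT474R EGF libraries at 12 h and 24 h and 5 in the vehicle libraries, too few to compare. Signalling through JAK2 stays open as well. JAK2 in EGF-treated BT474R at 24 h was at 16.9% of its level in BT474, and RNA does not show how much kinase is needed. An effect of EGFR, which is higher in BT474R, is a candidate explanation that the design does not test, since EGFR was not varied within a line.

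Mitotic genes rose with EGF at 24 h in BT474 and not in BT474R. The choice between TMM and DESeq2's size factors did not decide this, since the difference was -0.37 with the latter. An error in scaling that both share was not tested. Absence of any proliferative response of BT474R to EGF is argued against by the rise of 0.24 at 12 h, though this call is lost with an estimated correlation. Different timing of the cell cycle in the lines may be involved and was not tested.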

How the results depend on the processing

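Each result was recomputed under DESeq2's test, DESeq2's size factors in edgeR, edgeR's filterByExpr, no filter on low counts, a fit of only the libraries of the groups compared, the replicate number as a block, 1 fit of both lines, copy rows summed to their gene, libraries thinned to equal depth, and, for lists, fry and camera with the correlation estimated from the data. Every one of these was run. The fit of both lines is an alternative only for results within a line, which are 24 of 31 counts, 50 of 79 list results and 293 of 362 gene results. A block within each time point was added after seeing the data. Of 31 counts of genes, 9 stayed within 1.5 times under all of them and 0 reversed. Of 79 list results, 13 kept their direction and their side of the threshold, and 16 changed direction at least once, with single libraries left out included. Of 362 gene results, these numbers were 247 and 25.

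The counts of DEGs ranged over the alternatives set in advance, the main analysis included, from 240 to 769 for EGF-BT474 at 1 h, from 3281 to 4821 for EGF-BT474 at 12 h, from 2864 to 4399 for EGF-BT474 at 24 h, from 542 to 885 for HRG-BT474 at 1 h, from 5244 to 7667 for HRG-BT474 at 12 h, from 4936 to 6347 for HRG-BT474 at 24 h, from 99 to 279 for EGF-BT474R at 1 h, from 2500 to 5176 for EGF-BT474R at 12 h, from 3011 to 5052 for EGF-BT474R at 24 h, from 34 to 151 for HRG-BT474R at 1 h, from 566 to 1606 for HRG-BT474R at 12 h and from 0 to 1147 for HRG-BT474R at 24 h. In HRG-BT474 at each time point, EGF-BT474 at 12 h and 24 h and EGF-BT474R at 24 h, no alternative moved the count by more than 1.5 times.

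With only the libraries compared in the fit, which leaves fewer libraries to estimate the spread, 19 of 31 counts moved by more than 1.5 times, to 240 for EGF-BT474 at 1 h, 279 for EGF-BT474R at 1 h, 5176 for EGF-BT474R at 12 h, 121 for HRG-BT474R at 1 h, 566 for HRG-BT474R at 12 h, 0 for HRG-BT474R at 24 h, 0 for HRG against EGF in BT474 at 1 h, 1242 for HRG against EGF in BT474 at 12 h, 12 for HRG against EGF in BT474 at 24 h, 0 for HRG against EGF in BT474R at 24 h, 80 for the EGF change from 12 h to 24 h in BT474, 96 for the EGF change from 12 h to 24 h in BT474R, 0 for the HRG change from 12 h to 24 h in BT474R, 178 for the EGF difference at 1 h, 1282 for the EGF difference at 12 h, 553 for the EGF difference at 24 h, 213 for the HRG difference at 1 h, 2066 for the HRG difference at 12 h and 85 for the HRG difference at 24 h. The fits with 0 calls had 1181 genes for HRG-BT474R at 24 h, 1263 for HRG against EGF in BT474 at 1 h, 2122 for HRG against EGF in BT474R at 24 h and 867 for the HRG change in BT474R at an unadjusted p under 0.05. A share of 0.05 of the tested genes would reach such a p by chance alone.

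With no filter on low counts, 13 counts moved, to 226 for EGF-BT474R at 1 h, 151 for HRG-BT474R at 1 h, 1577 for HRG-BT474R at 12 h, 1147 for HRG-BT474R at 24 h, 96 for HRG against EGF in BT474 at 1 h, 402 for HRG against EGF in BT474 at 24 h, 48 for HRG against EGF in BT474R at 1 h, 628 for HRG against EGF in BT474R at 12 h, 230 for the EGF change from 12 h to 24 h in BT474, 261 for the EGF change from 12 h to 24 h in BT474R, 105 for the HRG change from 12 h to 24 h in BT474R, 130 for the EGF difference at 1 h and 225 for the HRG difference at 1 h. With both lines in 1 fit, 11 of the 24 counts within a line moved, to 68 for HRG-BT474R at 1 h, 1606 for HRG-BT474R at 12 h, 1137 for HRG-BT474R at 24 h, 10 for HRG against EGF in BT474 at 1 h, 259 for HRG against EGF in BT474 at 12 h, 55 for HRG against EGF in BT474 at 24 h, 22 for HRG against EGF in BT474R at 1 h, 31 for the EGF change from 12 h to 24 h in BT474, 345 for the HRG change from 12 h to 24 h in BT474, 147 for the EGF change from 12 h to 24 h in BT474R and 32 for the HRG change from 12 h to 24 h in BT474R. DESeq2 moved 2, to 91 for the EGF change from 12 h to 24 h in BT474R and 24 for the HRG change from 12 h to 24 h in BT474R, and thinning moved 1, to 642 for the HRG difference at 12 h. Copy rows summed, DESeq2's size factors and filterByExpr moved no count this far. The cause was not tested. The share of genes higher with DESeq2's size factors shifted for the HRG difference at 24 h, to 362 positive and 400 negative from 306 and 515, and with DESeq2 for the EGF change from 12 h to 24 h in BT474, to 40 and 53 from 73 and 57. For the EGF difference at 1 h it shifted from 1 positive and 33 negative to 56 and 74 with no filter and to 68 and 110 with only the libraries compared, and for the HRG difference at 1 h from 12 and 122 to 63 and 162 and to 60 and 153.

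The replicate number is a number only, since neither the labels nor the paper's text say that it marks a shared culture or day. Same-numbered libraries were compared through the correlation of their deviations from the group means. In BT474, 24 of 45 pairs of groups had a positive correlation and 12 were over 0.1, from -0.14 to 0.40. In BT474R, 22 of 45 were positive and 17 over 0.1, from -0.35 to 0.52. Among groups at 24 h, the correlations lay between 0.25 and 0.40 in BT474 and between 0.09 and 0.52 in BT474R. With the replicate block, HRG-BT474R at 24 h had 785 DEGs and no count moved by more than 1.5 times. No list result changed its side of the threshold. Among gene results, 3 passed it under the block and 2 no longer did. With the block within each time point, chosen after seeing the data, the counts became 1058 for HRG-BT474R at 24 h, 78 for HRG against EGF in BT474 at 1 h, 901 for HRG against EGF in BT474 at 12 h, 431 for HRG against EGF in BT474 at 24 h, 245 for the EGF change from 12 h to 24 h in BT474, 130 for the EGF change from 12 h to 24 h in BT474R, 15 for the HRG change from 12 h to 24 h in BT474R and 60 for the EGF difference at 1 h.

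Fry, which tests a list without assuming a correlation between its genes, no longer called 26 of 79 list results. Their medians were the sterol and fatty acid synthesis list (0.35 for EGF-BT474R at 12 h, 0.47 for EGF-BT474R at 24 h, 0.24 for HRG-BT474R at 12 h, 0.28 for HRG-BT474R at 24 h, -0.14 for the HRG difference at 12 h, -0.10 for the EGF difference at 1 h, -0.0858 for the HRG difference at 1 h), the nuclear OXPHOS list (0.0661 for EGF-BT474 at 12 h, 0.0896 for EGF-BT474 at 24 h, 0.0788 for HRG-BT474 at 24 h, -0.0733 for the EGF difference at 1 h, -0.0906 for the EGF difference at 12 h, -0.0869 for the EGF difference at 24 h, -0.0794 for the HRG difference at 1 h, -0.0625 for the HRG difference at 12 h, -0.0846 for the HRG difference at 24 h), the hypoxia list (0.38 for EGF-BT474R at 12 h, 0.32 for EGF-BT474R at 24 h, 0.23 for HRG-BT474R at 12 h, 0.14 for HRG-BT474R at 24 h, -0.28 for the HRG difference at 12 h, -0.23 for the HRG difference at 24 h), the mitosis list (0.0587 for the EGF difference at 12 h, -0.11 for the HRG difference at 1 h, -0.12 for the HRG difference at 12 h) and the DNA replication list (0.0927 for the EGF difference at 24 h). It called the nuclear OXPHOS list (0.0949 for BT474R against BT474 at T0) and the NF-kB list (0.0208 for EGF-BT474 at 24 h), which camera did not.

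Camera with an estimated correlation no longer called 44. Their medians were the interferon response list (-1.00 for BT474R against BT474 at T0), the antigen processing list (-0.88 for BT474R against BT474 at T0), the sterol and fatty acid synthesis list (0.35 for EGF-BT474R at 12 h, 0.47 for EGF-BT474R at 24 h, 0.24 for HRG-BT474R at 12 h, 0.28 for HRG-BT474R at 24 h, 0.25 for HRG-BT474 at 24 h, -0.14 for the HRG difference at 12 h, -0.10 for the EGF difference at 1 h, -0.0858 for the HRG difference at 1 h), the nuclear OXPHOS list (0.0661 for EGF-BT474 at 12 h, 0.0896 for EGF-BT474 at 24 h, 0.0788 for HRG-BT474 at 24 h, -0.0733 for the EGF difference at 1 h, -0.0906 for the EGF difference at 12 h, -0.0869 for the EGF difference at 24 h, -0.0794 for the HRG difference at 1 h, -0.0625 for the HRG difference at 12 h, -0.0846 for the HRG difference at 24 h), the hypoxia list (0.34 for EGF-BT474 at 12 h, 0.41 for EGF-BT474 at 24 h, 0.47 for HRG-BT474 at 12 h, 0.41 for HRG-BT474 at 24 h, 0.38 for EGF-BT474R at 12 h, 0.32 for EGF-BT474R at 24 h, 0.23 for HRG-BT474R at 12 h, 0.14 for HRG-BT474R at 24 h, 0.77 for vehicle at 24 h against T0 in BT474R, 1.28 for BT474R against BT474 at T0, -0.28 for the HRG difference at 12 h, -0.23 for the HRG difference at 24 h), the NF-kB list (0.12 for EGF-BT474R at 12 h), the DNA replication list (0.20 for EGF-BT474R at 12 h, 0.38 for EGF-BT474R at 24 h, 0.25 for HRG-BT474R at 12 h, 0.0927 for the EGF difference at 24 h) and the mitosis list (0.15 for EGF-BT474 at 12 h, 0.24 for EGF-BT474R at 12 h, 0.21 for HRG-BT474R at 12 h, -0.18 for the EGF difference at 1 h, 0.0587 for the EGF difference at 12 h, -0.11 for the HRG difference at 1 h, -0.12 for the HRG difference at 12 h, -0.26 for the HRG difference at 24 h).

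Few list results depended on other choices. DESeq2 lost the antigen processing list (-0.92 for BT474R against BT474 at T0) and the nuclear OXPHOS list (-0.0611 for the HRG difference at 24 h). Copy rows summed lost the nuclear OXPHOS list (-0.0466 for the HRG difference at 12 h, -0.0541 for the HRG difference at 24 h), gained the NF-kB list (0.0148 for EGF-BT474 at 24 h) and reversed the nuclear OXPHOS list (-0.000209 for EGF-BT474R at 1 h). FilterByExpr lost the nuclear OXPHOS list (-0.0648 for the HRG difference at 24 h), and thinning lost the nuclear OXPHOS list (-0.0513 for the HRG difference at 24 h) and reversed the NF-kB list (-0.0152 for EGF-BT474R at 12 h) and the interferon response list (-0.00979 for EGF-BT474 at 12 h). With only the libraries compared, the nuclear OXPHOS list (-0.000858 for EGF-BT474R at 1 h) reversed. The reversed medians are near 0 in the main analysis, except that of the NF-kB list for EGF-BT474R at 12 h, which was 0.12. The cause was not tested.

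Among gene results, the value changed sign when libraries were thinned for MYC (0.0154 for the EGF difference at 1 h), IRF1 (-0.00942 for EGF-BT474 at 1 h, 0.0382 for EGF-BT474 at 12 h) and NR1H3 (0.0227 for EGF-BT474R at 12 h), with no filter for ERBB2 (0.0164 for HRG-BT474R at 12 h), with both lines in 1 fit for ERBB2 (0.00418 for HRG-BT474R at 12 h), and with filterByExpr for ERBB2 (0.00164 for HRG-BT474R at 12 h). The other changed calls of genes were 43 lost and 7 gained with only the libraries compared, 24 and 2 with thinning, 19 and 6 with both lines in 1 fit, 13 and 1 with DESeq2, 11 and 9 with no filter, 8 and 3 with copy rows summed, 7 and 1 with DESeq2's size factors, 4 and 2 with filterByExpr, and 1 and 7 with the block within each time point. DESeq2 gave no value for a few gene results that its own filters set aside, and thinning left 1 gene without one, so these have no value there.

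Of 362 gene results, 68 lost their call in at least 1 alternative, the block within each time point included. With the number of alternatives, these were ACTB (1 for EGF-BT474 at 24 h), ACTG1 (1 for HRG-BT474R at 12 h, 1 for HRG-BT474R at 24 h, 1 for the HRG difference at 1 h, 2 for the HRG difference at 24 h), ACTN1 (1 for HRG-BT474R at 12 h, 2 for the EGF difference at 24 h), ACTN4 (1 for HRG-BT474R at 12 h), RAC1 (1 for EGF-BT474R at 24 h), EZR (1 for HRG-BT474R at 24 h, 1 for the EGF difference at 24 h, 6 for the HRG difference at 24 h), MUC1 (1 for EGF-BT474 at 12 h), HK2 (1 for EGF-BT474 at 12 h, 1 for EGF-BT474 at 24 h), PDK1 (1 for EGF-BT474 at 12 h), PDK3 (1 for EGF-BT474 at 24 h), PKM (2 for EGF-BT474 at 24 h, 1 for HRG-BT474 at 24 h), ALDH2 (1 for EGF-BT474 at 12 h, 1 for the EGF difference at 24 h), PGM2 (2 for EGF-BT474 at 24 h), CA9 (1 for EGF-BT474 at 12 h, 1 for EGF-BT474 at 24 h, 1 for HRG-BT474 at 12 h, 1 for vehicle at 24 h against T0 in BT474), SIRT3 (2 for EGF-BT474 at 12 h, 7 for HRG-BT474 at 24 h), SIRT5 (6 for HRG-BT474 at 24 h), PPARA (2 for the HRG difference at 24 h), FASN (1 for EGF-BT474R at 12 h), STAT2 (1 for EGF-BT474R at 24 h), ISG15 (1 for EGF-BT474R at 24 h), CASP8 (2 for EGF-BT474R at 24 h), TAP2 (1 for EGF-BT474R at 24 h), PFKFB3 (2 for EGF-BT474 at 12 h), CD99 (2 for EGF-BT474 at 12 h), E2F1 (1 for HRG-BT474R at 24 h), E2F2 (1 for EGF-BT474R at 24 h), E2F8 (2 for EGF-BT474R at 24 h, 2 for HRG-BT474R at 24 h), ERBB2 (2 for EGF-BT474 at 24 h, 1 for HRG-BT474 at 12 h), SLC38A2 (1 for EGF-BT474R at 24 h), JAK1 (2 for EGF-BT474R at 12 h), CXCL8 (1 for the EGF difference at 12 h), ERAP2 (1 for the EGF difference at 12 h), ERBB4 (1 for the EGF difference at 12 h, 6 for the EGF difference at 24 h), CA12 (1 for the EGF difference at 24 h), RICTOR (3 for the EGF difference at 24 h), NFKB1 (6 for the EGF difference at 24 h), ACTA1 (1 for the HRG difference at 1 h), PDK2 (1 for the HRG difference at 24 h), PGM3 (1 for the HRG difference at 24 h), SLC1A5 (7 for the HRG difference at 24 h), CXCR4 (7 for the HRG difference at 24 h), TNFSF10 (6 for the HRG difference at 24 h), LOC730234 (1 for EGF-BT474 at 1 h), LOC112267967 (3 for EGF-BT474 at 1 h), LOC107984591 (4 for EGF-BT474R at 1 h), FAT4 (2 for HRG-BT474R at 12 h), CDH5 (1 for HRG-BT474R at 24 h), MT2A (1 for HRG-BT474R at 24 h), S100A9 (1 for HRG-BT474R at 24 h), IGSF21 (1 for HRG-BT474R at 24 h), COLEC12 (1 for HRG-BT474R at 24 h) and NDST4 (1 for HRG-BT474R at 24 h). A call was gained by 14 results, which were SLC2A1 (4 for EGF-BT474R at 24 h), SIRT3 (5 for EGF-BT474 at 24 h), SREBF2 (2 for EGF-BT474R at 12 h), FASN (3 for HRG-BT474R at 12 h, 1 for HRG-BT474R at 24 h), IRF9 (1 for EGF-BT474R at 1 h), HDAC1 (7 for EGF-BT474R at 12 h), SLC26A6 (1 for EGF-BT474R at 12 h), TAP2 (3 for EGF-BT474R at 12 h), PFKFB3 (5 for EGF-BT474R at 12 h), ERBB2 (1 for HRG-BT474 at 1 h, 3 for EGF-BT474R at 12 h, 1 for HRG-BT474R at 24 h) and LDHA (4 for EGF-BT474R at 24 h). The cause was not tested.

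Leaving out 1 library at a time leaves 1 library in an arm, so log2 fold changes and medians are given and no call. Medians that changed sign or moved by more than the spread between replicates ranged, over these fits, in the interferon response list (1.14 to 2.06 for EGF-BT474R at 12 h, 1.26 to 1.85 for EGF-BT474R at 24 h, 1.50 to 2.19 for the EGF difference at 12 h, 1.77 to 2.22 for the EGF difference at 24 h, -1.43 to -1.07 for BT474R against BT474 at T0, -0.0989 to 0.12 for EGF-BT474 at 12 h, -0.13 to -0.0259 for EGF-BT474 at 24 h, -0.14 to 0 for HRG-BT474R at 12 h), the antigen processing list (0.52 to 0.70 for EGF-BT474R at 12 h, 0.94 to 1.15 for EGF-BT474R at 24 h, 0.30 to 0.61 for the EGF difference at 12 h, 0.77 to 1.24 for the EGF difference at 24 h, -1.00 to -0.67 for BT474R against BT474 at T0), the nuclear OXPHOS list (0.0676 to 0.10 for EGF-BT474 at 12 h, 0.0124 to 0.0451 for HRG-BT474 at 12 h, -0.00716 to 0.012 for EGF-BT474R at 1 h), the hypoxia list (0.20 to 0.43 for EGF-BT474 at 12 h, 0.43 to 0.52 for HRG-BT474 at 12 h, -0.054 to 0.34 for HRG-BT474R at 24 h), the NF-kB list (-0.11 to 0.0182 for EGF-BT474 at 12 h, 0.0182 to 0.36 for EGF-BT474 at 24 h, 0.0576 to 0.27 for EGF-BT474R at 12 h, 0.14 to 0.30 for the EGF difference at 12 h), the DNA replication list (0.41 to 0.44 for EGF-BT474 at 12 h, 0.31 to 0.33 for HRG-BT474 at 24 h, -0.0104 to 0.20 for the EGF difference at 24 h) and the mitosis list (0.14 to 0.18 for EGF-BT474 at 12 h, 0.44 to 0.49 for HRG-BT474 at 24 h, -0.0178 to 0.0361 for EGF-BT474R at 24 h, -0.49 to -0.45 for vehicle at 24 h against T0 in BT474, -0.19 to -0.12 for the EGF difference at 1 h).

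Genes whose value changed sign with 1 library left out, with their ranges, were CA9 (-1.40 to 0.70 for the EGF difference at 12 h, -1.45 to 0.0949 for the EGF difference at 24 h), MYC (-0.21 to 0.0372 for the EGF difference at 1 h), SREBF1 (-0.0919 to 0.043 for HRG-BT474R at 24 h, -0.00193 to 0.11 for HRG-BT474R at 12 h), IRF1 (-0.0745 to 0.0983 for EGF-BT474 at 1 h, -0.38 to 0.47 for HRG-BT474R at 1 h, -0.0767 to 0.0304 for EGF-BT474 at 12 h), ERBB2 (-0.00448 to 0.0255 for EGF-BT474 at 12 h, -0.19 to 0.00564 for HRG-BT474R at 24 h, -0.0349 to 0.0099 for HRG-BT474R at 12 h), PPARGC1A (-0.00728 to 0.30 for EGF-BT474 at 12 h) and NR1H3 (-0.16 to 0.11 for EGF-BT474R at 12 h). The depth of the libraries limits genes near the detection limit of 3 counts, whose fitted changes depend on the prior count. A gene with 3 counts or fewer in every library of a group is given a bound or no value, while medians of lists are of fitted values unless a bound is named.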

Differences from the paper's values

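For HRG-BT474R at 1 h, the paper's supplement lists 4 genes that fell, against 0 here. At an unadjusted p under 0.05, 385 genes fell. Chance alone would give such a p to a share of 0.05 of the tested genes, up and down together. The alternatives in this paragraph were set before the data were examined. In 1 fit of all 40 libraries, 5 genes fell, and this value no longer differs from the paper's. The other alternatives still differ, with 1 gene in DESeq2, 9 without a filter, 10 with only the libraries compared, and 0 with DESeq2's size factors, filterByExpr, a replicate block, libraries thinned to equal depth and copy rows summed.

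Numbers of genes are taken to differ from the paper's when one is more than 1.5 times the other, and those that follow pass this limit only under an alternative. Without a filter, HRG-BT474R at 1 h had 151 DEGs (the paper's 54), 142 up (the paper's 50), at 12 h 1104 up (the paper's 711) and at 24 h 464 down (the paper's 260). That setting gave 33861 genes in BT474 (the paper's 22299) and 32768 in BT474R (the paper's 21689). For EGF at 1 h it gave 769 DEGs in BT474, against the paper's about 430 in Fig. 1g, read by eye, and 226 in BT474R, against the paper's about 130.

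With only the libraries compared, HRG-BT474R at 1 h had 121 DEGs (the paper's 54), 111 up (the paper's 50), at 12 h 566 (the paper's 1174), 372 up (the paper's 711) and 194 down (the paper's 463), and at 24 h 0 (the paper's 833), 0 up (the paper's 573) and 0 down (the paper's 260). For EGF it gave 240 in BT474 at 1 h, 279 in BT474R at 1 h and 5176 in BT474R at 12 h, against the paper's about 430, about 130 and about 2800 in Fig. 1g, read by eye. In the fit of all 40 libraries, HRG-BT474R at 24 h had 419 genes down (the paper's 260).

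At equal depth, HRG-BT474R had 34 DEGs at 1 h (the paper's 54) and 368 up at 24 h (the paper's 573). A log2 fold change is taken to differ when its sign differs from the paper's or it lies further from it than its standard error. By this rule, those that differ at equal depth are IRF9 in EGF-BT474R at 12 h (1.56, the paper's 1.71), EGR2 at 1 h in EGF-BT474R (6.25, the paper's 6.88) and HRG-BT474R (5.90, the paper's 6.51), and CBLN2 in HRG-BT474 at 24 h (-2.85, the paper's -2.74). Of 124 log2 fold changes compared in the main analysis, 0 differ by this rule, and the largest absolute difference was 0.0801. A lower bound is taken to differ when it exceeds 1.5 times the paper's fold change, and of 5 bounds, 0 do.

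With the stated gene filter, 25146 genes passed in BT474 and 24287 in BT474R, where the paper has 22299 and 21689. A minimum of 2 counts, chosen after the values were seen, gave 22447 and 21761. The mean library had 24593441 counts on genes, which is not the same quantity as the paper's reads per library.

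In its discussion, the paper describes a more robust response to EGF in BT474, in protein, transcription and chromatin, without naming what it is compared with. Protein and chromatin were not analysed here. Next to HRG, EGF changed fewer genes in BT474, 4030 against 6482 at 12 h and 4113 against 6062 at 24 h. The paper's own numbers for EGF and HRG are about 3500 and about 5500 at 12 h and about 3500 and about 5200 at 24 h in Fig. 1g, read by eye. By numbers of DEGs, the paper also ranks BT474 above BT474R in transcriptional activity. With EGF at 24 h, BT474R had 4208 DEGs against 4113 in BT474, and the paper's figure gives about 4000 and about 3500. Thinned to equal depth within each line, the numbers were 3690 and 3914. At the other time points and with HRG, BT474 had more.

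The paper describes a response in BT474R that mostly grows over time for both ligands and one in BT474 that peaks at 12 h. DEGs in EGF-BT474R grew from 111 at 1 h to 2910 at 12 h and 4208 at 24 h. In HRG-BT474 they were highest at 12 h, with 6482 against 6062 at 24 h. Both follow this description. In contrast, DEGs in HRG-BT474R fell from 1000 at 12 h to 675 at 24 h, and in EGF-BT474 the numbers were 4030 and 4113. The paper's own numbers are 1174 and 833 in the supplement for HRG-BT474R, and about 3500 at both time points for EGF-BT474 in Fig. 1g, read by eye. For HRG-BT474R and EGF-BT474, it is therefore the description that differs and not the counts. A peak at 12 h in EGF-BT474 was reached with only the libraries compared (4821 and 2864) and, barely, with copy rows summed (4048 and 4044), and growth in HRG-BT474R in no alternative.

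The paper lists PDK1 to PDK4 as upregulated in BT474. PDK2 had log2 fold changes of -0.54 and -0.41 at 12 h and 24 h with EGF, and of -0.90 and -0.73 with HRG. PDK3 was not called with EGF at 12 h (-0.02), and at 24 h it was called as up with both ligands.

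The paper names SMAD4 among the genes activated early in EGF-BT474R. SMAD4 RNA was at 0.03 at 1 h and was not called in any alternative, while RPPA, on which the statement also rests, was not analysed here. The paper gives STAT2 as more active at 12 h and 24 h, above all in BT474R. STAT2 RNA in EGF-BT474R was at 0.10 at 12 h, not called in any alternative with a test, and rose by 0.29 at 24 h. TF activity was not computed here.

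The paper describes a lack of regulation in HRG-BT474R for several of the membrane proteins it lists. At 12 h, DEGs in HRG-BT474R included ACTB (0.38), ACTG1 (0.20), EZR (0.32), VAV2 (0.32), ACTN1 (0.19) and ACTN4 (0.24). ACTG1, ACTN1 and ACTN4 were not called with only the libraries compared.

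The supplement has CA9 both upregulated and in open chromatin after EGF in BT474R alone. Chromatin was not analysed here, so only the RNA part is compared. CA9 also rose in EGF-BT474, by 2.09 at 12 h and 2.00 at 24 h, and was not called there in the fit of all 40 libraries, while DESeq2 gave no adjusted p at 12 h. Antigen-processing genes are described as rising linearly over time in EGF-BT474R. ERAP2 was at 1.33 at 12 h and 1.20 at 24 h, and TAP2 was not called at 12 h (0.56, adjusted p = 0.0744 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the main analysis, TAP1 and TAP2 were higher at 24 h than at 12 h, and the median of the antigen processing list went from 0.65 to 0.95. At equal depth, ERAP2 was higher at 24 h than at 12 h. TAP2 at 12 h was called at equal depth, with copy rows summed and with only the libraries compared. The paper describes inherently high mitochondrial activity in BT474R, for which it shows the mitochondrial membrane potential of starved cells. That potential was not analysed here, and RNA of OXPHOS subunits does not measure it. The nuclear OXPHOS list was 0.09 higher at T0, which camera did not call and fry did.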

Other observations

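The tests of the slope on the BT474 changes, the block within time points, equal depth for the HRG counts and the neighbours of JAK2 were chosen only after the result was seen.

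HRG changed fewer genes in BT474R at 24 h than at 12 h, 675 against 1000. Library size is argued against, since equal depth gave 558 at 24 h and 863 at 12 h. Spread between same-numbered cultures at 24 h was addressed by a replicate block within each time point, which gave 1058 at 24 h and 1398 at 12 h, so a smaller number at 24 h was still found. With only the libraries compared in the fit, the numbers were 0 at 24 h and 566 at 12 h, so larger spread of the 24 h libraries in general stays open. A smaller response in 1 of the HRG libraries at 24 h cannot be told apart from a smaller response in both. On the 1000 genes changed at 12 h, replicates 1 and 2 at 24 h had slopes of 0.362 and 0.587, a gap of 0.225, against 0.0382 at 12 h and 0.117 between the vehicle replicates at 24 h. On the 6406 genes of the HRG changes in BT474, the gap was 0.0816 and that between the vehicle replicates 0.0844. With 2 libraries, neither can be set aside.

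HRG changed more genes than EGF in BT474 and fewer in BT474R at 12 h. Library size is argued against, since at equal depth HRG still changed 5996 genes and EGF 3885 in BT474, and 863 and 2500 in BT474R. A larger extent of the same changes was tested on genes chosen by another time point. Of the 4113 genes changed by EGF at 24 h in BT474, HRG moved 74.9% further than EGF at 12 h, and of the 4208 in BT474R, 19.0%. These genes were chosen by their response to EGF, which favours EGF. In BT474 most moved further with HRG all the same, so a larger extent is a candidate explanation there, found and tested on the same libraries. In BT474R a low share would also arise if HRG changed other genes, and no set chosen by HRG was tested. The value for BT474R therefore cannot tell.

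The lines differed widely before any ligand. At T0, 11554 of 24641 genes differed, 6196 higher and 5358 lower in BT474R.

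Hypoxia genes rose in vehicle-treated cells from T0 to 24 h. Library size is argued against, since the median in BT474 was 0.54 at equal depth. With DESeq2's size factors it was 0.51, so the choice between these and TMM did not decide it. Both assume that most genes do not change, so an error in scaling that they share was not tested. Density or oxygen in the dishes over time is an open explanation and was not tested. Since every ligand group is compared with a vehicle of the same time, this change is removed from the comparisons above only as far as the ligand cultures shared it.

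JAK2 was near the detection limit in BT474R. Its nearest expressed neighbours, RCL1 and PLGRKT, were also lower at T0, by -1.24 and -1.50 on the log2 scale, while the next ones, AK3 and RIC1, were at -0.03 and 0.35. Of 13404 genes with expressed neighbours on both sides, 0.597% had both neighbours at least as low. Loss of DNA around JAK2 may be involved, but RNA cannot show it, and JAK2 was singled out after its value was seen.

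Many genes have a second row with the same name and a number. Over 874 such pairs with a mean of at least 50 counts, the HRG effect at 12 h in BT474 differed between the rows by a median of 0.0717, against 0.264 between a row and a random gene of the same expression. Reads of the same gene split between rows is therefore a likely source, which lowers the counts of the named row for LDHA, CD99, TAP1, TAP2 and B2M.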
